# A methanolic extract of *Zanthoxylum bungeanum* modulates secondary metabolism regulator genes in *Aspergillus flavus* and shuts down aflatoxin production

**DOI:** 10.1038/s41598-022-09913-3

**Published:** 2022-04-09

**Authors:** Asmaa Abbas, Colin W. Wright, Nagwa El-Sawi, Tapani Yli-Mattila, Anssi M. Malinen

**Keywords:** Fungi, Antifungal agents, Transcriptomics

## Abstract

Aflatoxin B1 (AFB1) is a food-borne toxin produced by *Aspergillus flavus* and a few similar fungi. Natural anti-aflatoxigenic compounds are used as alternatives to chemical fungicides to prevent AFB1 accumulation. We found that a methanolic extract of the food additive *Zanthoxylum bungeanum* shuts down AFB1 production in *A. flavus*. A methanol sub-fraction (M20) showed the highest total phenolic/flavonoid content and the most potent antioxidant activity. Mass spectrometry analyses identified four flavonoids in M20: quercetin, epicatechin, kaempferol-3-O-rhamnoside, and hyperoside. The anti-aflatoxigenic potency of M20 (IC_50_: 2–4 µg/mL) was significantly higher than its anti-proliferation potency (IC_50_: 1800–1900 µg/mL). RNA-seq data indicated that M20 triggers significant transcriptional changes in 18 of 56 secondary metabolite pathways in *A. flavus*, including repression of the AFB1 biosynthesis pathway. Expression of *aflR*, the specific activator of the AFB1 pathway, was not changed by M20 treatment, suggesting that repression of the pathway is mediated by global regulators. Consistent with this, the Velvet complex, a prominent regulator of secondary metabolism and fungal development, was downregulated. Decreased expression of the conidial development regulators *brlA* and Medusa, genes that orchestrate redox responses, and GPCR/oxylipin-based signal transduction further suggests a broad cellular response to M20. *Z. bungeanum* extracts may facilitate the development of safe AFB1 control strategies.

## Introduction

*Aspergillus flavus* is a widely distributed, opportunistic, filamentous fungus that infects crops such as wheat, maize, peanuts, rice, cottonseed, and dairy products during pre-harvest and under storage conditions^1^. Upon infection, *A. flavus* has the potential to synthesize many secondary metabolites, including aflatoxins, cyclopiazonic acid, aflatrem, and kojic acid^2,3^. Aflatoxin B1 (AFB1), the most toxic of these compounds, is categorized as a group I carcinogen by the International Agency for Research on Cancer^4^. AFB1 and additional G-type aflatoxins are also produced by *Aspergillus parasiticus*. Because aflatoxins (AFs) pose a global risk to human and animal health, there is an urgent need for the development of new effective strategies for controlling aflatoxin contamination in crops.

The AF biosynthesis gene cluster in *A. flavus* consists of an array of 29 genes, including the pathway-specific regulator genes, *aflR* and *aflS*^5^. The level of AF production is coupled to fungal growth and development by the action of several global regulators. These regulators respond to environmental stimuli and coordinate the expression and activity of the AF pathway as well as other secondary metabolite (SM) pathways^6^. Prominent global AF biosynthesis regulators include the Velvet complex, which mediates the cellular response to light; the fungal development regulators, BrlA and AbaA; the oxidative stress-related proteins, AtfAB, MsnA and SrrA; and several cell signaling-linked proteins, including G-protein coupled receptors (GPCRs) and enzymes involved in oxylipin biosynthesis^5,6^.

One prominent approach for reducing AF levels in agricultural commodities is to introduce non-aflatoxigenic *A. flavus* or *A. oryzae* strains into the field to promote biological competition with aflatoxigenic strains^7,8^. This practice typically decreases AF levels at harvest; however, the method may lose efficacy if crop drying is delayed because of unfavorable weather or lack of infrastructure^9^. Chemical AF decomposition procedures for cleaning contaminated commodities have also been investigated^10,11^. Another studied AF prevention strategy relies on the use of natural products isolated from (e.g.) medicinal plants. These plant extracts contain aromatic secondary metabolites, such as alkaloids, flavonoids, saponins, glycosides, and tannins^12^. Several lines of evidence have demonstrated that some plant extracts have antifungal or anti-aflatoxigenic activities because they are rich in antioxidants^13,14^.

*Zanthoxylum bungeanum* Maxim (Rutaceae) is a traditional Chinese herbal medicine belonging to the genus *Zanthoxylum*, which comprises 250 species with a worldwide distribution^15^. Many chemical compounds have been isolated and identified from different parts of *Z. bungeanum*. The main classes of *Z. bungeanum*-derived bioactive compounds include alkaloids, terpenoids, flavonoids, and fatty acids^16^. Flavonoids are used broadly because of their antioxidant activity^17^. Interestingly, organic extracts of *Z. bungeanum* possess antifungal and antioxidant activity. Terpenoids are significant components of plant essential oils—the major source of their special flavor—and have antifungal activity^18^. The essential oil extract of *Z. bungeanum* inhibits the growth of bacteria and fungi, including *A. flavus*^19^.

The aim of this study was to determine whether methanolic extract fractions derived from *Z. bungeanum* pericarps exert antifungal and anti-aflatoxigenic activities. We identified extract fractions containing the highest amounts of phenols, flavonoids and antioxidants, and showed that they efficiently inhibited AF production by *A. flavus* and, at higher concentrations, also inhibited fungal growth. RNA-seq data indicated broad transcriptional changes in SM pathways, including the suppression of AF pathway regulators, after methanolic extract treatment. Expression of the AF pathway-specific regulator genes *aflR* and *aflS* was only modestly affected. However, several global SM regulator genes were significantly down- or upregulated, suggesting their participation in mediating the inhibition of AF production by *Z. bungeanum* extracts.

## Materials and methods

### Chemicals, aflatoxigenic isolate, and plant material

The sources of commercial chemicals are listed in Supplementary Material. The aflatoxigenic *A. flavus* isolate AF2653 used in this study was previously isolated from a corneal ulcer^20^. Dried *Z. bungeanum* pericarps were obtained commercially from China in November 2018 and stored at − 20 ℃ for ~ 6 months before extraction and fractionation. The plant material was processed in accordance with institutional, national, and international guidelines and legislation.

### Verification of *Z. bungeanum* material

To verify the identity of the purchased *Z. bungeanum* material, we employed previously characterized DNA barcodes ITS2 (internal transcribed spacer) and ETS (external transcribed spacer), which localize to ribosomal RNA genes^21^. Genomic DNA was extracted from 40 mg of *Z. bungeanum* pericarps using a GenElute Plant Genomic DNA Miniprep Kit (Merck, Darmstadt, Germany). ITS2 and ETS barcodes were amplified by PCR (primers listed in Table S1) and sequenced from both directions. Obtained ITS2 and ETS sequences were compared to reference sequences from different *Zanthoxylum* species^21^ by constructing neighbor-joining phylogenetic trees with MEGA 7.0^22^. As a complementary identification approach, we performed a standard nucleotide BLAST^23^ search of our ITS2 and ETS sequences against the GenBank nucleotide collection^24^.

### Plant extraction and fractionation

*Z. bungeanum* pericarps (280 g) were macerated in 500 mL of petroleum ether for 2 days at 22 °C, after which petroleum ether was removed by filtration through Whatman filter paper. Pericarps were then macerated again for 4 days in methanol, and the filtered extract was dried under reduced pressure using a BUCHI Rotavapor R-200 to yield 75 g of crude extract. Half of this crude methanol extract was chromatographed over 250 g silica gel 60 (0.040–0.063 mm, 1.09385.1000; Merck) in a chromatography column (45 × 300 mm). The silica column was then eluted successively with 12 increasingly more polar solvent mixtures consisting of varying ratios of hexane, dichloromethane, ethyl acetate and methanol (Table S2). The initial volume of each eluted fraction was 500 mL. The eluted fractions were dried under reduced pressure using a Rotavapor and stored at − 20 °C. Most of the research was done using fractions EA80 and M20, corresponding to fractions eluted from the silica column with a mixture of 80% (v/v) ethyl acetate and 20% dichloromethane (fraction 7 in Table S2) or 80% ethyl acetate and 20% methanol (fraction 9), respectively.

### Determination of total phenolic content, total flavonoid content, and antioxidant activity of plant extract fractions

Total phenolic content (TPC) of eight plant extract fractions was measured using the Folin–Ciocalteu test as previously described^25^. Briefly, 0.1 mL of each fraction (re-solubilized as 1 mg/mL in 50% methanol) was mixed with 0.75 mL of the Folin–Ciocalteu reagent (diluted tenfold with deionized water before use) and incubated for 5 min at 22 °C. Next, 0.75 mL of 7.5% (w/v) sodium carbonate was added and the mixture was incubated for an additional 60 min at 22 °C. The absorbance at 725 nm was then measured using a LAMBDA XLS spectrophotometer (PerkinElmer). A calibration curve was made using 0–0.6 mg/mL gallic acid in 50% methanol; TPC was calculated as gallic acid equivalents in milligrams per gram of *Z. bungeanum* fractionated extracts.

Total flavonoid content (TFC) was determined using the aluminum chloride method as described previously^26^. Quercetin standards (0–25 µg/mL) or test samples were prepared in methanol. Standard or sample dilution (1 mL) was mixed with 1 mL 2% AlCl_3_, agitated for 30 s, and left to stand for 15 min at 22 °C. The absorbance of the mixtures at 430 nm was then measured, and TFC was calculated as quercetin equivalents in milligrams per gram of extract.

Total antioxidant activity was determined using the ABTS assay as described previously^27^ and in Supplementary materials. This assay monitors the antioxidant-dependent reduction of ABTS·+ radical cation as a change in absorbance at 734 nm. *Z. bungeanum* fractions were prepared at 0.1–1 mg/mL concentrations in 50% ethanol; 0.9 mL of ABTS·+ working solution was added to 0.1 mL of sample and incubated for 6 min at 22 °C. Absorbance was then measured using Trolox as a standard. Experiments were performed in triplicate. The total antioxidant activity of each sample was expressed as percent inhibition (PI) as defined in Eq. (1):

1 $$PI= \frac{{\mathrm{A}734}_{\mathrm{ABTS}}\cdot+ -{ A734}_{sample}}{{\mathrm{A}734}_{\mathrm{ABTS}}\cdot+}\times 100\%,$$

where A734_ABTS·+_ is the initial absorbance of diluted ABTS·+ at 734 nm and A734_sample_ is the absorbance of the sample. The potency of each sample was expressed as the ability to scavenge 50% of ABTS radicals (IC_50_, in mg/mL).

### Determination of the chemical composition of plant extract fractions

The identities of the major compounds in the plant fractions EA80 and M20, which contained the highest amounts of flavonoids, phenols and antioxidants, were confirmed using HPLC-mass spectrometry (MS) fingerprint analysis. Each extract fraction was re-solubilized at 10 mg/mL in methanol and filtered through a 0.45-μm Millex HA membrane syringe filter (SLHAO33SS, Merck Millipore); 20 µL of the filtrate was injected onto a Zorbax SB-C18 HPLC column (250 mm × 4.6 mm, particle size 5 μm, Agilent Technologies, and the column was eluted at a flow rate of 0.8 mL/min at 25 °C using a Shimadzu FRC-10A HPLC system and a programmed gradient of solvent A and B mixtures as previously described^28^, with modifications. The chromatogram was monitored at a wavelength of 254 nm. Solvents A (0.5% (v/v) trifluoroacetic acid in deionized water) and B (0.5% trifluoroacetic acid in methanol) were prepared fresh daily and filtered as above.

After optimizing the separation between peaks, low-resolution mass spectroscopy was performed using an HPLC–ESI–MS system consisting of a SiELC Primesep 100 column (250 mm × 4.6 mm, 5 μm) connected to a binary HPLC pump system with a Waters 2695 Sample Manager. Samples were eluted with the same solvent gradient procedure described above, and compounds were detected using a Micromass Quattro Micro API mass spectrometer (positive or negative electrospray ionization [ESI–MS]). High-resolution mass spectroscopy, used for determination of molecular formulas, was performed by the Analytical Centre, University of Bradford, UK, on an Agilent LC–MS containing an 1100 series LC/MSD Trap SL. Calculated, accurate masses were obtained through https://www.chemcalc.org/main.

### Determination of antifungal activity of plant extract fractions

The effects of *Z. bungeanum* plant extracts on the growth rate of *A. flavus* fungi were determined using a previously described quantitative micro-spectrophotometric assay^29^, with modifications. Briefly, the percent growth inhibition exerted by plant fractions was measured by determining the optical turbidity (at 595 nm) of the fungal culture in yeast extract sucrose (YES) medium in 96-well plates at the beginning and after 48 h of incubation at 28 °C. Each assay well contained 20 μL of plant fraction (dissolved in 10% DMSO), 10 μL of *A. flavus* spore suspension (10^3^ spores/mL), and 70 μL of YES broth (4 g/L yeast extract and 20 g/L sucrose in purified water). Control cultures were supplemented with 20 μL 10% DMSO instead of plant fractions. The effect of each fraction concentration on fungal growth was determined using three independent culture wells (biological replicates). Relative fungal growth was calculated using Eq. (2):

2 $$Relative\, growth\, rate= \frac{\Delta T}{\Delta C},$$

where ΔC is the corrected absorbance of the control culture (DMSO instead of plant fractions) and ΔT is the corrected absorbance of the culture containing the tested plant extract. The corrected absorbance values were calculated by subtracting the initial culture absorbance values from the values measured after a 48-h incubation. Relative fungal growth rate as a function of plant extract concentration was fit to Eq. (3)

3 $$Relative \,growth\, rate \,or \,AFB1\, production =A1+ \frac{A2-A1}{1+{10}^{\left({Log}_{x}0-\left[extract\right]\right)\times p}},$$

using Origin software (OriginLab, USA), yielding the parameters Log_x_0, Hill slope (p) and top asymptote (A2). The bottom asymptote, A1, was fixed to 0 because high extract concentrations completely prevented cell growth. Finally, IC_50_ values (i.e., plant extract concentrations exerting a reduction in 50% growth rate) were calculated using Eq. (4):

4 $${IC}_{50}={10}^{{Log}_{x}0}.$$

### Determination of the effects of plant extract fractions on mycelium weight and aflatoxin B1 production

Culture tubes containing 1 mL YES medium and varying concentrations of M20 fraction were seeded with *A. flavus* (10^3^ spores/mL) and incubated for 48 or 120 h in the dark at 25 °C. Fungus disks (mycelium) were then scraped off the tubes, filtered from the culture medium, dried, and weighed. AFs were extracted from culture medium and quantified by HPLC using a protocol adapted from Ref.^20^ as described in Supplementary Materials. Experiments were performed using three independent cultures for each extract concentration (biological replicates). IC_50_ values for AFB1 production were obtained using Eqs. (3) and (4).

### RNA-seq analysis

The effects of plant extracts on *A. flavus* gene expression were determined using RNA-seq. Three test and control tubes containing 1 mL YES medium and either 0.25 mg/mL M20 fraction or corresponding concentration of DMSO (0.5%) were seeded with *A. flavus* spores (10^3^ spores/mL). The tubes were incubated for 4 days at 25 °C in the dark. Mycelia were then harvested, grounded to a fine powder in liquid nitrogen, and used for isolation of total RNA as described in the Supplemental materials. RNA was dissolved in TE buffer^30^. RNA samples used for RNA-seq had RNA integrity numbers (RIN) of 8.6–9.4. cDNA libraries were prepared and sequenced at Novogene (UK) using the Illumina platform and a paired-end 150-bp sequencing strategy.

### Reverse transcription quantitative PCR

Key gene transcription changes suggested by RNA-seq data were confirmed by selecting six genes in the AF pathway and four regulators for quantitative reverse transcription-polymerase chain reaction (RT-qPCR) analysis. Total RNA was prepared from six M20 extract-treated and six non-treated control cell cultures as described for RNA-seq analysis. cDNA was synthesized from 20 ng of total RNA using gene specific primers and quantified using a Luna Universal One-Step RT-qPCR Kit (E3005S; New England BioLabs) according to the supplier’s protocol. cDNA was quantified based on SYBR Green fluorescence, and the PCR program was run on an iQTM5 Real-time PCR detection system (Bio-Rad). Relative gene expression levels in M20-treated versus control samples were calculated according to the 2^−∆∆CT^ method^31^ using beta-tubulin (AFLA_068620) as the reference gene^32^. Primers for *hypC*, *aflQ*, *aflW*, *veA*, *ppoC*, *cat2* and beta-tubulin were adapted from Ref.^33^, and primers for *aflN*, *aflR*, *aflS*, and *brlA* were adapted from Ref.^34^ (Table S3).

### Bioinformatics and analysis of differentially expressed genes (DEGs)

Raw RNA-seq data (FASTQ format) were processed with fastp, which removes adapter and poly-N sequences, yielding clean data/reads^35^, and the Q20, Q30 and GC content of clean data were calculated. All downstream analyses were based on high-quality, clean data. Paired-end, clean reads were mapped to the *A. flavus* NRRL 3357 genome (EnsemblFungi genome assembly JCVI-afl1-v2.0; www.ebi.ac.uk/ena/browser/view/GCA_000006275.2) using HISAT2 software^36^. Quantification of gene expression was calculated according to Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced (FPKM)^37^; FPKM ≥ 1 was set as the threshold for an expressed gene. Differentially expressed genes (DEGs) between control and test samples were analyzed using the DESeq2 R package^38^. The combination of an FPKM fold-change ≥ 2 (or |log2 (fold change)| ≥ 1) and adjusted *p*-value < 0.05 was set as the threshold for DEGs in FunCat^39^ analysis performed using FungiFun^40^.

### Statistical analysis

Statistical analyses were performed using Origin (OriginLab) or SPSS Statistics 28 (IMB Corporation). Plant fraction content (TPC, TFC and antioxidants) and fungal growth and AFB1 production as a function of plant extract concentration data were analyzed using one-way analysis of variance (ANOVA) with post-hoc Tukey’s HSD. The null hypothesis—that observable means in any fraction or extract concentration are equal—was rejected where *p* < 0.01. Data normality was assumed.

RT-qPCR data were statistically tested in linearized form (i.e., as 2^−(Ct, treated − Ct, control)^ values). The validity of the data normality assumption was confirmed by Shapiro–Wilk test, and the *p*-values of transcription level changes were calculated using a two-sided *t*-test. The criterion for statistical significance was set at a *p*-value < 0.05.

## Results

### Identification of *Z. bungeanum* and its extracts containing the highest amounts of phenolic, flavonoid, and antioxidant compounds

We verified the identity of the purchased *Z. bungeanum* pericarps by sequencing ITS2 and ETS bar codes as previously described^21^. Neighbor-joining phylogenetic trees constructed from ITS2 (Fig. S1A) or ETS (Fig. S1B) sequences both indicated that our sequences are more closely related to *Z. bungeanum* than other *Zanthoxylum* species (i.e., our ITS2 and ETS sequences formed monophyletic groups with reference to *Z. bungeanum* sequences). BLAST searches further confirmed our plant material as *Z. bungeanum*, returning known *Z. bungeanum* ITS2/ETS sequences as the best hits (Fig. S1C).

Our aim was to determine whether *Z. bungeanum*-derived flavonoid compounds could inhibit AF production by *A. flavus*. If so—and if they could be used on a large scale to prevent AF contamination of food crops—they could potentially have significant health and economic benefits. To this end, we extracted and fractionated methanol soluble compounds from *Z. bungeanum* pericarps (Table S2). We then determined the total phenolic content (TPC; Fig. 1A), the total flavonoid content (TFC; Fig. 1A), and total antioxidant activity (Fig. 1B) of the fractions. Fractions 7 and 9, hereafter termed EA80 and M20, respectively, were found to have the highest TPC and TFC content (Fig. 1A). The IC_50_ values obtained from ABTS radical scavenging assays indicated that active antioxidant compounds were also most abundant in M20 and EA80 fractions (Fig. 1B). ANOVA with Tukey’s HSD test confirmed that EA80 and M20 groups together possessed the highest combined TPC, TFC and antioxidant activity.

**Figure 1:**
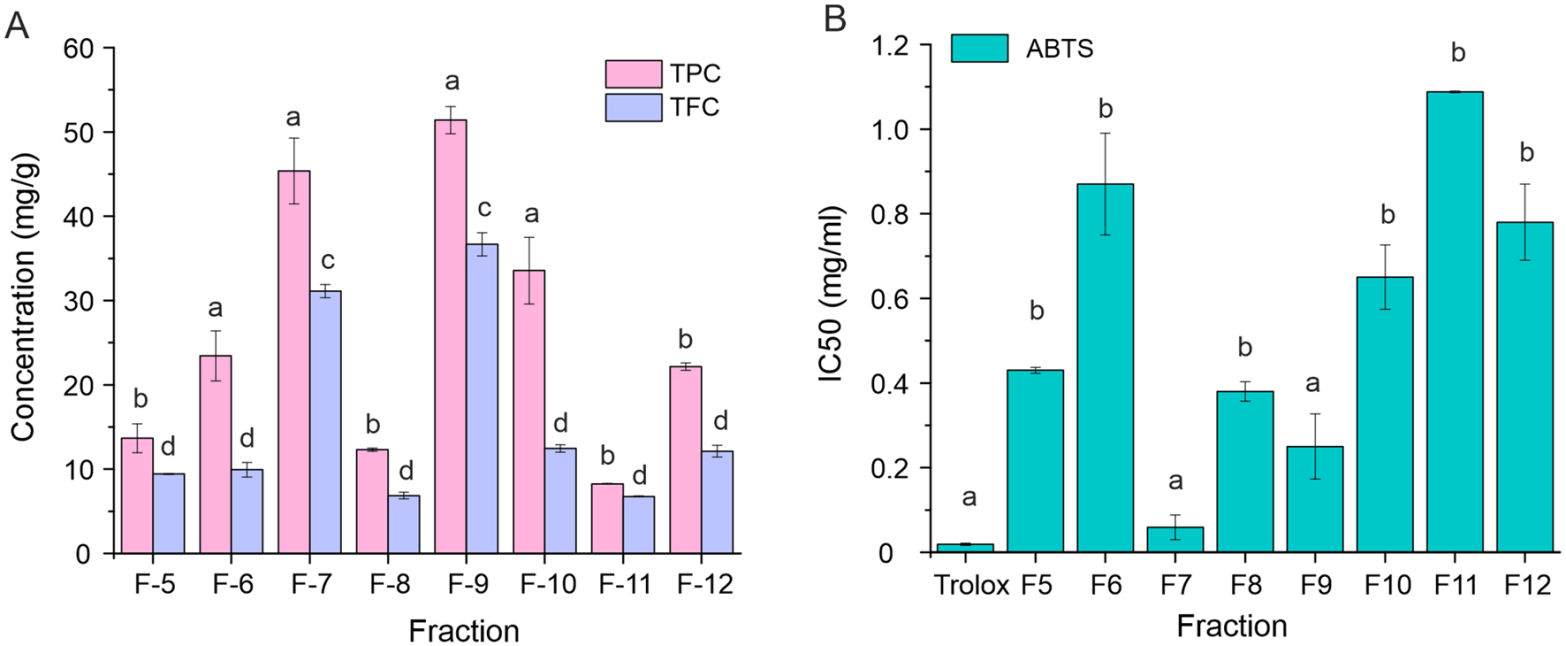
Phenols and flavonoids in plant extract. (**A**) Total phenolic content (TPC) and total flavonoid content (TFC) of isolated plant extracts F5–F12. (**B**) Antioxidant activities of Trolox standard and isolated plant extracts F5–F12 are shown as IC_50_ values. Data are expressed as means ± S.D (n = 3). Columns indicated with the same letter are not significantly different (*p* > 0.05) according to Tukey’s test.

### Identification of the main compounds in EA80 and M20 plant extracts

We identified the chemical constituents of EA80 and M20 fractions using HPLC–MS analysis. HPLC chromatograms revealed three abundant compounds in both EA80 and M20 fractions (Fig. S2). The molecular weights of these compounds, determined using ESI–MS, allowed preliminary identification of quercetin, epicatechin, and kaempferol-3-O-rhamnoside in both EA80 and M20 fractions (Fig. 2). In addition, hyperoside (hyperin, quercetin-3-galactoside) was found specifically in the M20 fraction. To confirm the identities of these compounds, we determined the molecular weights to an accuracy of up to four decimal places using high-resolution MS. These data confirmed the identity of all four compounds, yielding low mass-to-charge (m/z) deviations (Δppm 0.63–6.27) (Table S4).

**Figure 2:**
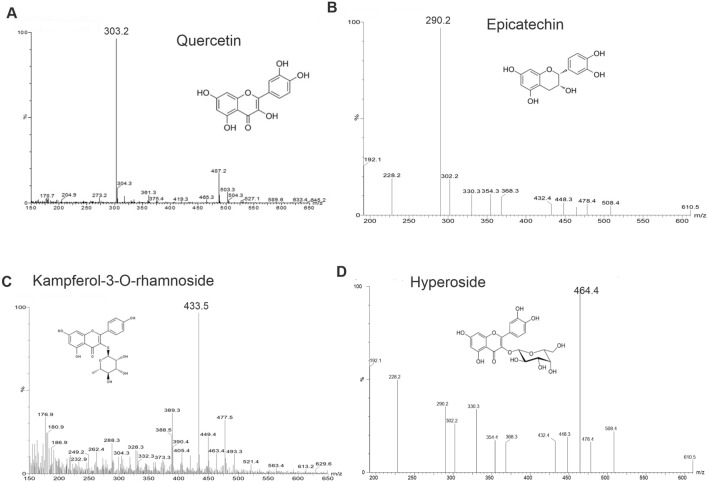
Identification of compounds in plant extracts. ESI–MS data for four main compounds isolated by HPLC from M20 and EA80 plant fractions. ESI–MS data were collected in positive ion mode. Molecular ions were observed either as a radical M+ or a protonated form [M + H]+. Based on mass-to-charge ratios (m/z), the compounds were preliminarily identified as (**A**) quercetin (m/z = 303.2, [M + H]+), (**B**) epicatechin (290.2, M+), (**C**) kaempferol-3-O-rhamnoside (433.5, [M + H]+), and (**D**) hyperoside (464.4, M+).

### Antifungal and anti-aflatoxigenic activities of *Z. bungeanum* extract fractions

To investigate whether these extracts can inhibit cell proliferation, we treated liquid cultures of *A. flavus* AF2653 isolate^20^ with *Z. bungeanum* crude methanol extract, EA80 fraction, or M20 fraction. High concentrations (≥ 4000 µg/mL) of each extract fraction almost completely suppressed *A. flavus* cell growth (Fig. 3A). Based on their estimated IC_50_ values, the crude methanol extract appeared to be ~ twofold more potent than EA80 and M20 fractions (Fig. 3A).

**Figure 3:**
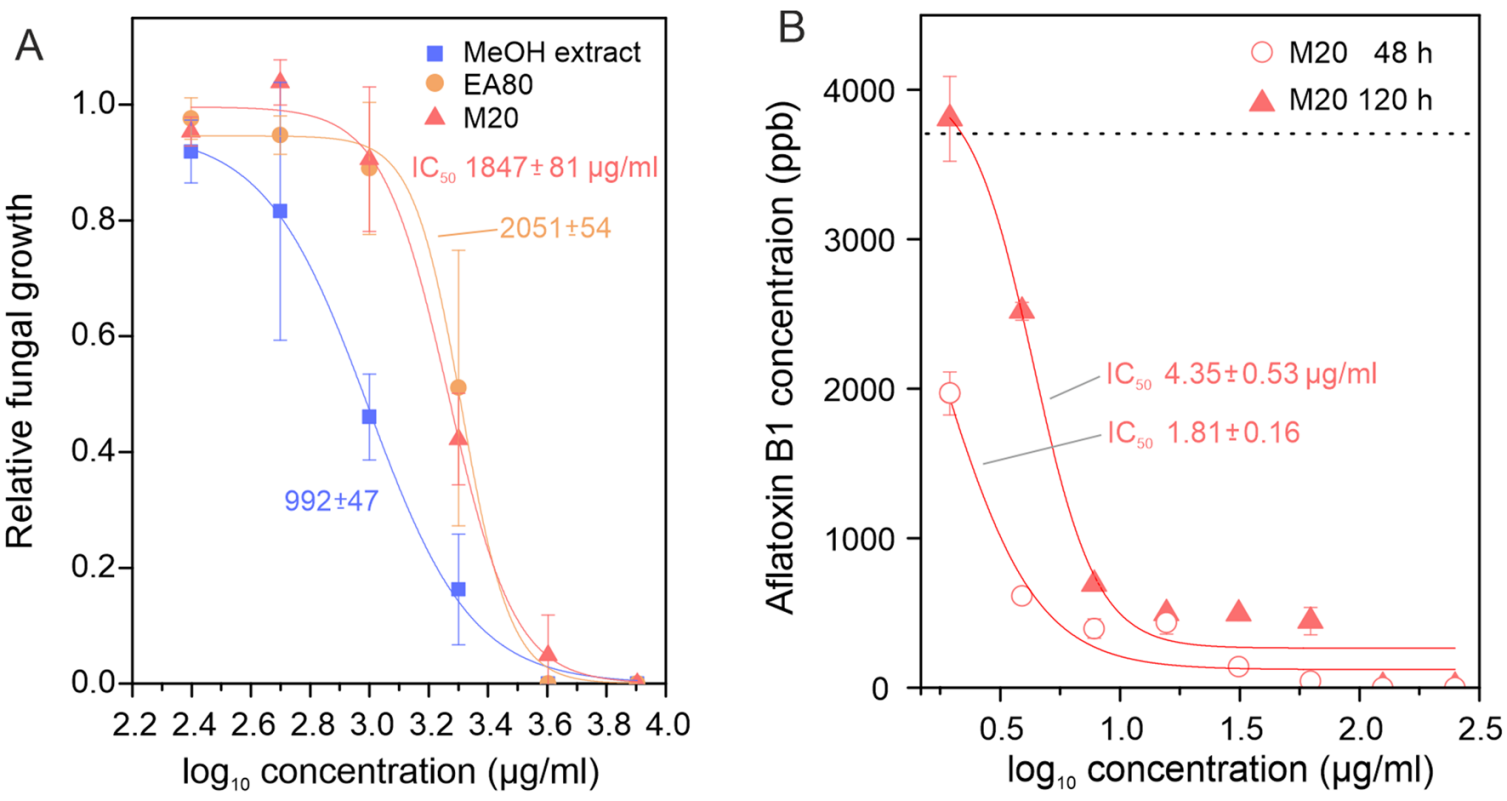
Antifungal and anti-aflatoxigenic activity of plant extracts. (**A**) Antifungal activities of crude methanol extract, and EA80 and M20 fractions of *Z. bungeanum*. Extract and fractions were used at 250, 500, 1000, 2000, 4000 and 8000 µg/mL concentrations. Relative *A. flavus* growth in liquid culture was estimated as optical density after 48 h culture. (**B**) Effects of the M20 fraction on AFB1 accumulation in *A. flavus* liquid culture medium after 48 or 120 h culture. M20 was used at 1.95, 3.9, 7.8, 15.7, 31.3, 62.5, 125 and 250 µg/mL concentrations. Dashed line indicates AFB1 production level in the absence of M20. Error bars in both panels are SDs for the averages of three biological replicates. Data were fit to Eq. (3), and IC_50_ ± SE values were calculated using Eq. (4). For all samples, ANOVA rejected the null hypothesis that all extract concentrations behaved the same (*p* < 0.001).

To determine the effect of *Z. bungeanum*-derived compounds on AF production, we supplemented cultures of *A. flavus* in YES medium with the M20 fraction. Mycelium weight at the end of a 5-day culture period was only slightly affected (< 25% decrease), confirming that low M20 concentrations (≤ 250 µg/mL) have small effects on cell proliferation (Fig. S3). In contrast, M20 decreased the amount of AFB1 in the medium to non-detectable levels at concentrations as low as 125 µg/mL (Fig. 3B). The high potency of M20 as an inhibitor of AF biosynthesis is further highlighted by the fact that the IC_50_ value for AFB1 production (Fig. 3B) was 400–1000-fold lower compared with that for cell growth (Fig. 3A).

### Effect of treatment with the M20 plant extract fraction on the *A. flavus* gene transcription profile

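M20 is a fraction of the methanolic extract of *Z. bungeanum* pericarps. *A. flavus* was grown for 4 days at 25 °C in the dark in YES medium, in tubes with 250 µg/mL M20 or with the solvent, 0.5% DMSO, alone. RNA from 3 control and 3 M20-treated cultures was sequenced, so that the number of reads on a gene measures how much of its transcript the mycelium held. The authors cleaned the reads with fastp, mapped them with HISAT2 to the genome of *A. flavus* NRRL3357 (JCVI-afl1-v2.0) and deposited a read count and an FPKM value for each gene and culture. FPKM is the read count divided by the length of the gene and by the total of the library. The program that counted the reads is not given in the sources used here. Gene levels below are FPKM, mean ± SD of the 3 cultures of a group. Changes were tested on the read counts with edgeR's quasi-likelihood test after TMM scaling, in the 11293 of 13485 genes with enough counts, and p-values were adjusted by the method of Benjamini and Hochberg. A change is given as the log2 fold change, M20-treated over control, and its SE is the standard error from that fit. A gene is called lower or higher only when its adjusted p was under 0.05. Sets of genes were compared with all other tested genes by camera, a test that allows for correlation between the genes of a set, here preset at 0.01 and then estimated from the residuals. With 3 cultures in each group, an exact permutation test on a single gene cannot give a two-sided p under 0.1, so each adjusted p rests on the spread that edgeR shares across genes. The neighbourhood of a backbone gene holds the genes whose locus tag number differs from its own by at most 50, about 5 on each side, and the backbone gene itself. Since most neighbourhoods were drawn around genes that changed, the neighbours were also tested with the backbone genes left out, a choice made after seeing the data. Neighbours of a backbone gene, and list members beyond the 4 with the smallest adjusted p, were picked for mention after their values were seen.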

We next employed RNA-seq to explore the molecular mechanisms by which extracts suppress AF production in *A. flavus*. Three independent cultures of control (no extract) and test (250 µg/mL M20) were assessed. At this concentration, M20 extract did not affect *A. flavus* proliferation but almost completely inhibited AF production (Fig. 3). RNA-seq produced 24.5–32.1 million clean paired-end reads (150 bp read length) per sample (Fig. S4A). 

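The deposited counts, which are the reads assigned to genes, summed to 20053891, 23166236 and 16276938 in the 3 control cultures and to 18084373, 20713550 and 23391659 in the 3 M20-treated cultures. These totals are smaller than the numbers of cleaned reads. The tests rest on these counts, and the deposited FPKM values on library totals that differ from the sums by −1.04% to 1.70%. A single transcript, from the 276 bp gene AFLA_064900 for a hypothetical protein, took 1.55% to 2.23% of the counts of a culture, and its level did not pass the test for a change (0.14 on the log2 scale, SE 0.15, adjusted p = 0.522, but adjusted p = 0.0304 without control replicate 2). The 10 most abundant genes together took 5.55% to 6.12%. No read was counted for 719 genes in any culture. The TMM factors that scale the libraries to one another were between 0.985 and 1.02. Counts were simulated with the means and library sizes of these data and 200 changed genes. There the test recovered 84% of genes changed by 1 on the log2 scale and 36% of those changed by 0.5. It called 0.12% of unchanged genes. Many more genes passed in the real data (3804 at an adjusted p under 0.05), which makes the cut-off less strict. These shares thus need not hold there.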

Quality assurance statistics, such as low overall error rate (0.02–0.03%), high Q-score (94–95% bases in Q30 category) and invariable inferred GC content (52%), confirmed the high quality of sequencing data (Fig. S4A). Most reads (83–91%) were uniquely mapped to the reference genome of *A. flavus* NRRL3357 (Fig. S4B); gene exons were the most common mapping location (70–76%), followed by intergenic regions (22–28%) and introns (2%) (Fig. S4C). A Pearson’s correlation plot confirmed the expectation that differences in gene expression profiles were significantly greater between control and test groups (R^2^: 0.937–0.947) than among biological replicates within control (R^2^: 0.976–0.985) or test groups (R^2^: 0.985–0.987) (Fig. S4D).

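On log2(FPKM + 1) over all 13485 genes, R2 was 0.982 to 0.989 between control cultures, 0.989 to 0.990 between M20-treated cultures, and 0.953 to 0.960 for the 9 pairs of a control and an M20-treated culture. These are correlations across genes, which are not independent replicates, so no p-value is given. On FPKM with no log, the pairs across groups (0.944 to 0.985) overlapped those within the control group (0.964 to 0.991). Control replicate 2 stood apart at the AF cluster, the block of genes for aflatoxin synthesis: it held 22 genes at more than 3 times the FPKM of every other library, of which 15 encode AFB1 biosynthesis enzymes, while the other 5 libraries held 0 to 3 such genes each.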

In total, 11,062 of a total of 13,485 genes (82%) in the *A. flavus* NRRL3357 reference genome displayed FPKM values ≥ 1 (average of three biological replicates) and were thus classified as expressed genes. 

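An FPKM of at least 1 in every replicate of a group, rather than in the mean, was met by 10759 genes. With each culture left out in turn, 11061 to 11086 genes met the limit in at least 1 group. A limit of FPKM 0.5 gave 11568 genes, and a limit of 2 gave 10386.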

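The control cultures had 251 genes (2.27%) at a mean FPKM of 1 or more that were under 1 with M20, and the M20-treated cultures had 196 (1.77%) of the reverse kind. The highest of the first kind was AFLA_023020, the backbone gene of SM cluster #11, and the highest of the second kind was AFLA_097320, which encodes a conserved hypothetical protein. Of the AFB1 biosynthesis enzyme genes, *aflW*, *aflL*, *aflN*, *aflY* and *aflQ* were at FPKM 1 or more in the control mean and under 1 with M20, where control replicate 2 raises the control mean. Most genes seen in 1 group only lay near the limit. In the control-only set 182 were under FPKM 2 and the median was 1.46, and in the M20-only set 160 were under FPKM 2 and the median was 1.39. The test covered 198 and 156 of them, and 98 and 60 were changed.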

Of genes classified as expressed, 96% (10,615) were expressed in both control and test groups, whereas 2.3% (251) and 1.8% (196) were expressed only in the control or test group, respectively (Fig. 4A). 

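At an adjusted p under 0.05 and a change of at least 2-fold, 892 of the 11293 tested genes were called. A further 2912 genes passed the test with a smaller change. At 879 of the 892 genes, the 3 control and the 3 M20-treated cultures did not overlap in normalized count, though these genes were picked by the test for that difference. Lower genes near the top of the list include RodA (AFLA_098380), the hydrophobin that coats the conidia, at 106 ± 47.0 FPKM in control and 8.58 ± 3.72 in M20-treated cultures (SD, n = 3 each). Its log2 fold change was −3.64 (SE 0.54, adjusted p = 0.00843). A dynamin gene, AFLA_104350, which belongs to a family of membrane-remodelling GTPases, changed by −5.16 (SE 0.79, adjusted p = 0.00159). Higher genes near the top include Pep1 (AFLA_094450), a secreted aspartic protease, at 41.4 ± 9.89 FPKM in control and 474 ± 31.4 with M20, a change of 3.52 (SE 0.16, adjusted p = 1.5e-06).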

Using the combination of FPKM fold-change ≥ 2 and corrected *p*-value < 0.05 as selection criteria to identify differently expressed genes (DEGs) between control and test groups, we found a total of 950 DEGs (Fig. 4B). Among them, 515 genes were downregulated (Table S5) and 435 genes were upregulated (Table S6) in M20-treated samples.

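Of the called genes, 471 were lower and 421 higher with M20, and 463 and 407 of these also stand in Tables S5 and S6. Of the 10 lower genes with the largest change, 4 lie close together in SM cluster #11 (AFLA_023010, AFLA_023020, AFLA_023030 and AFLA_023050). The others include AFLA_040330 for a chitin-binding protein of the Peritrophin-A type (−3.80, adjusted p = 0.00511) and genes of unknown function, of which AFLA_121670 (−3.72, adjusted p = 0.0329) lost its call in 4 runs with 1 culture left out, with adjusted p = 0.0667 without control replicate 1, 0.102 without M20 replicate 1, 0.117 without M20 replicate 2 and 0.108 without M20 replicate 3. Of the 10 higher genes with the largest change, AFLA_038540 and AFLA_038550 encode neighbouring ABC transporters (3.47, adjusted p = 5.7e-06 and 4.23, adjusted p = 3.0e-06), AFLA_038640 nearby encodes a fatty acid synthase subunit (3.28, adjusted p = 2.1e-05), and AFLA_075370 an enzyme with an FAD-binding domain (3.99, adjusted p = 2.6e-06). With each culture left out in turn, 400 to 517 genes were lower and 371 to 450 higher.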

**Figure 4:**
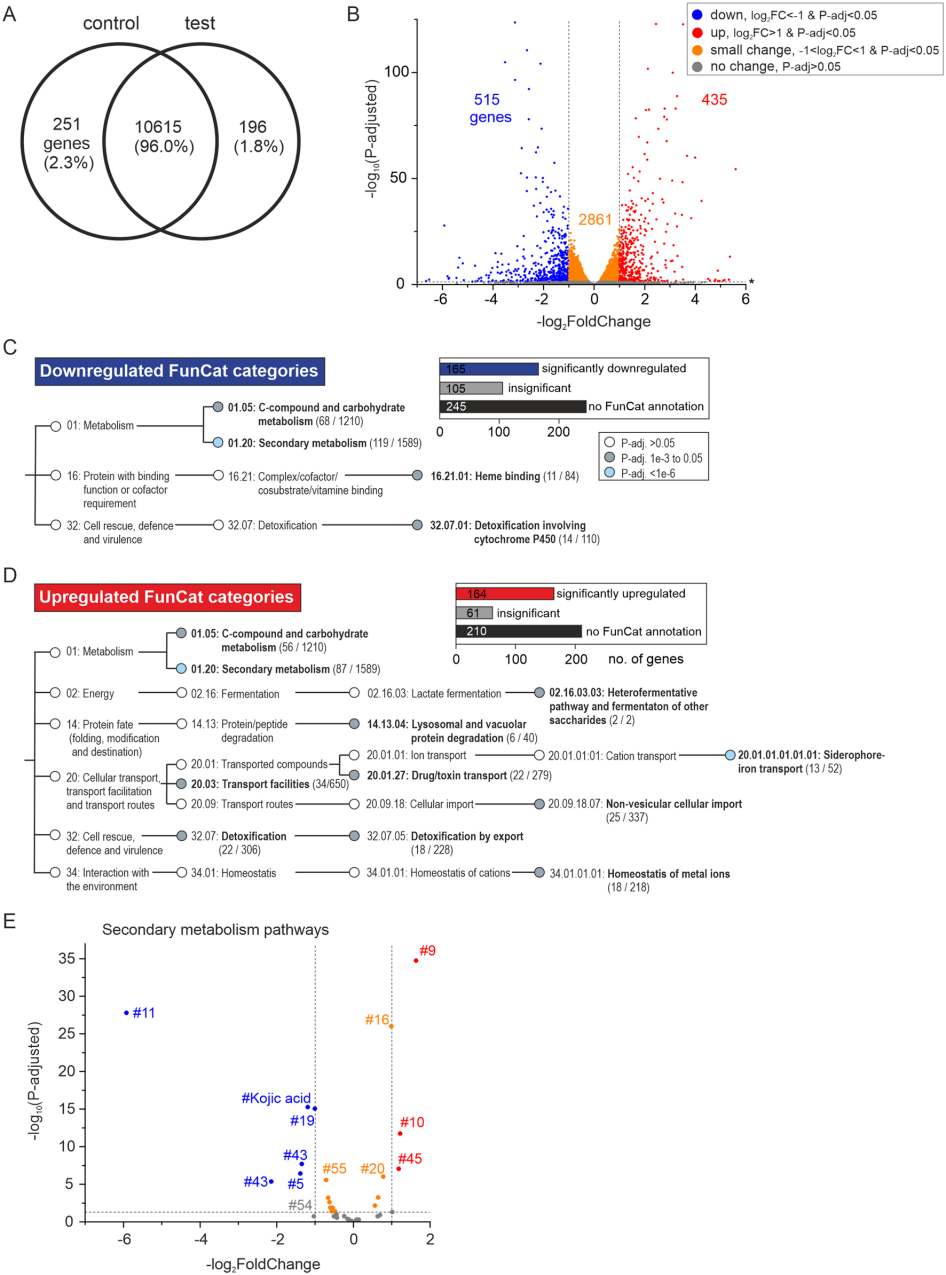
Effect of M20 plant extract on gene expression in *A. flavus*. (**A**) Venn diagram shows the number of genes expressed in both control and test groups (intersection) or uniquely in one of the two groups. (**B**) Volcano plot shows the classification of genes into downregulated, upregulated, small change or no change classes depending on their log_2_FoldChange and *p-*adj values. (**C**) FunCat categories that were significantly enriched among downregulated DEGs. Inset box shows the number of DEGs assigned as enriched (significant) or non-enriched (insignificant) in FunCat categories or lacking FunCat annotation. (**D**) FunCat categories that were significantly enriched among upregulated DEGs. Inset box is defined as in (**C**). (**E**) Effect of M20 treatment on SM pathways was evaluated by analyzing the expression of pathway “backbone enzyme” genes. Volcano plot shows SM pathways classified into downregulated (blue), upregulated (red), small change (orange) or no change (gray) classes depending on the log2FoldChange and *p*-adjusted values of backbone genes using limits detailed in (**B**). AF pathway is indicated by #54.

We next analyzed the functions of identified DEGs by performing a FunCat pathways and categories^39^ enrichment analysis using FungiFun software^40^. About half of identified DEGs had a relevant annotation in the FunCat database, with 60–70% of the annotated DEGs showing enrichment for specific functional pathways/categories (Fig. 4C,D). 

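Lists of genes drawn up from the words of the deposited gene descriptions were used here in place of FunCat, after the descriptions in Tables S5 and S6 had been read. Of 184 tested genes for carbohydrate-degrading enzymes, 38 were higher and 19 lower with M20 (the same 38 and 19 when adjusted over the list alone). The cellulase gene CelA (AFLA_061810), whose product cuts cellulose outside the cell, rose from 25.3 ± 5.35 to 175 ± 16.6 FPKM (SD, n = 3 each), a log2 fold change of 2.79 (SE 0.14, adjusted p = 1.1e-06). An endoglucanase gene, AFLA_077840, rose by 2.02 (adjusted p = 1.1e-06), and the chitinase genes AFLA_102010 and AFLA_006590 by 1.18 (adjusted p = 1.5e-06) and 0.83 (adjusted p = 6.6e-06). Of 105 tested sugar transporter genes, 14 were lower and 8 higher (13 and 6 adjusted over the list alone). The monosaccharide transporter AFLA_073180 fell from 213 ± 18.0 to 71.8 ± 1.26 FPKM (−1.57, adjusted p = 7.6e-08), while a maltose permease, AFLA_115970, rose by 2.76 (adjusted p = 6.5e-06). Neither list moved as a whole against the other genes (camera, adjusted p = 0.0907 and 0.363 over 19 lists). Camera looks for a shift in 1 direction, in which rises and falls offset each other. The paper's measure is another, enrichment among genes changed at least 2-fold.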

Secondary metabolism as well as C-compound and carbohydrate metabolism were significantly enriched (*p*-adj < 0.05) among both downregulated (Fig. 4C) and upregulated (Fig. 4D) DEGs, suggesting that treatment of *A. flavus* with M20 extract modulates the expression of specific metabolite pathways within these broad FunCat categories. This enrichment analysis further indicated that M20 extract caused downregulation of cytochrome P450-dependent detoxification processes and heme-binding proteins (Fig. 4C). 

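Of 107 tested cytochrome P450 genes, which encode heme enzymes that oxidize many small molecules, 33 were lower and 13 higher (the same numbers when adjusted over the list alone). The largest member change among the 4 with the smallest adjusted p was at the OrdA-like gene AFLA_017300, at 43.2 ± 5.44 FPKM in control and 4.98 ± 0.660 with M20 (SD, n = 3 each), or −3.12 (SE 0.13, adjusted p = 2.1e-08). The other 3, AFLA_039200, AFLA_039210 and AFLA_039220, lie side by side and rose by 1.34 (adjusted p = 1.6e-07), 2.05 (adjusted p = 2.4e-08) and 2.12 (adjusted p = 2.1e-08). The P450 list did not pass camera (adjusted p = 0.292), which does not measure the enrichment that the paper reports. At least 2-fold, 13 of the 107 genes were lower and 6 higher. Of all 11293 tested genes, 471 were lower and 421 higher at that limit. Enrichment by such counts was not tested here. Of 49 tested genes for iron-using enzymes and heme synthesis, 21 were lower and 5 higher (the same numbers adjusted over the list alone). Cytochrome c peroxidase Ccp1 (AFLA_110690), a heme enzyme that breaks down hydrogen peroxide in mitochondria, fell from 397 ± 8.30 to 91.6 ± 8.62 FPKM (−2.12, SE 0.086, adjusted p = 2.1e-08). The iron-sulfur enzymes 3-isopropylmalate dehydratase (AFLA_134090) and biotin synthase (AFLA_049080) changed by −1.53 (adjusted p = 1.4e-07) and −0.78 (adjusted p = 8.2e-06). Among the lower members, AFLA_076580 (−1.70, adjusted p = 5.2e-07) is no iron enzyme, since trans-aconitate methyltransferase only methylates a relative of the aconitase substrate. Heme synthesis genes named here went both ways. HemA (AFLA_048720) and porphobilinogen synthase (AFLA_088870) fell (−0.56 and −0.64), and Hem3 (AFLA_010770) and coproporphyrinogen oxidase (AFLA_022410) rose (1.71 and 0.63, adjusted p between 4.0e-05 and 4.6e-04 for these 4 genes). They were picked after their values were seen, and no trend along the pathway was tested. The list was lower as a whole (camera, adjusted p = 1.9e-04), but adjusted p = 0.197 with an estimated correlation.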

Upregulated DEGs, on the other hand, suggested stimulation of toxin export, lysosomal and vacuolar protein degradation as well as metal ion homeostasis—specifically, iron sequestration and import into the cell (Fig. 4D).

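Of 38 tested genes for siderophores, the small molecules that bind iron outside or inside the cell, and for iron uptake, 26 were higher and 5 lower (the same numbers adjusted over the list alone). MirB (AFLA_057840), a transporter that takes up iron-loaded siderophores, rose from 6.35 ± 0.851 to 23.4 ± 0.471 FPKM (SD, n = 3 each), a log2 fold change of 1.88 (SE 0.11, adjusted p = 3.1e-07). SidA (AFLA_047190), the ornithine oxygenase that starts siderophore synthesis, rose from 396 ± 21.4 to 788 ± 48.4 FPKM (0.99, adjusted p = 7.0e-06). The transporter AFLA_117080 rose by 2.74 (adjusted p = 2.9e-07). The 5 lower members were a further siderophore transporter (AFLA_139030, −2.89), a zinc-iron transporter (AFLA_072670, −2.31), the low affinity iron transporter AFLA_040230 (−2.30), and the ferric reductases AFLA_075950 and AFLA_041700 (−1.60 and −0.39, adjusted p between 6.4e-07 and 0.00609 for all 5). The list was higher as a whole (camera, adjusted p = 7.0e-09), but adjusted p = 0.197 with an estimated correlation. Of 65 tested genes for vacuolar proteolysis and autophagy, 18 were higher and 8 lower (19 and 8 adjusted over the list alone), among them carboxypeptidase S1 (AFLA_019610, 1.31, adjusted p = 1.9e-05) and the lysosomal protective protein AFLA_010740 (1.06, adjusted p = 4.0e-06). A further higher member, AFLA_120180 (1.02, adjusted p = 2.1e-05), is described as a carboxypeptidase that processes a pheromone, which is a secreted rather than a vacuolar task. Of 125 tested genes for multidrug and toxin export, 27 were higher and 25 lower (27 and 26 adjusted over the list alone), with the ABC transporter AFLA_139630 at 2.77 (adjusted p = 2.4e-08). Neither of these lists passed camera (adjusted p = 0.0868 and 0.545), which is not the paper's measure of enrichment. At least 2-fold, 4 vacuolar genes were higher and 0 lower, and 13 export genes were higher and 8 lower. Of all 11293 tested genes, 421 were higher and 471 lower at that limit, and enrichment by such counts was not tested.

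**Figure D1:**
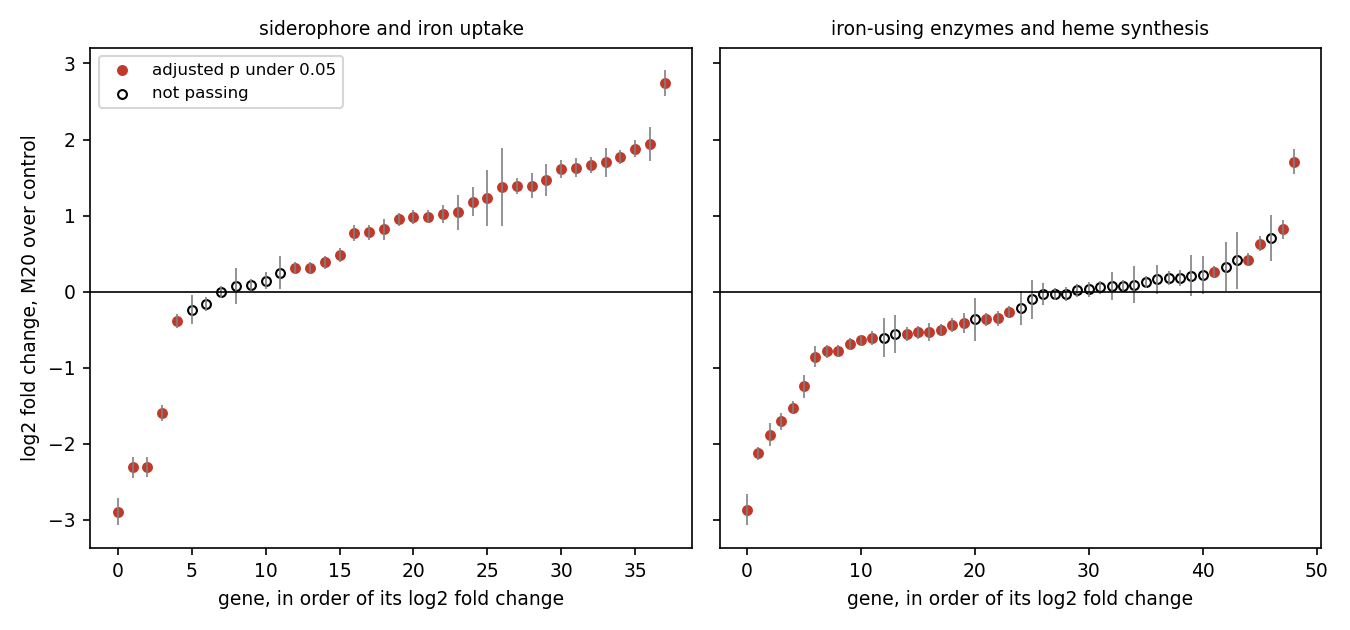
Log2 fold change (M20-treated over control) of each tested gene of the siderophore and iron uptake list (left) and of the list of iron-using enzymes and heme synthesis (right), with genes in order of their change along the horizontal axis. Bars are the standard error, and filled points have an adjusted p under 0.05. The left panel holds 26 genes higher and 5 lower, and the right panel 5 higher and 21 lower.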

### Expression of SM pathways genes

FunCat pathway analyses indicated that treatment with M20 extract both downregulated and upregulated SM regulators (Fig. 4C,D). There are 55 predicted (by SMURF software^41^) SM gene clusters in *A. flavus*^42^, and at least one non-gene-cluster SM pathway that produces Kojic acid^43^. To decipher how individual SM pathways were affected, we analyzed the expression patterns of key “backbone” enzymes for each SM gene cluster as described in Ref.^44^ (Table S7). These backbone genes typically encode enzymes that catalyze an early committing reaction step in the SM synthesis mechanism^41^.

Analyses suggested that 20 SM clusters were transcriptionally silent in both control and treated samples (FPKM < 1 for the backbone gene; Table S7). 

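Table S7 lists 66 backbone genes in 50 clusters, of which 51 genes had enough counts to be tested. In 17 clusters the mean FPKM of the backbone genes was under 1 in both groups. Even at this level 3 backbone genes passed the test, all of them lower with M20. AFLA_005440 of cluster #4 was at 0.748 ± 0.337 FPKM in control and 0.251 ± 0.0550 with M20 (SD, n = 3 each), a log2 fold change of −1.57 (SE 0.33, adjusted p = 0.00345). AFLA_066720 of cluster #22 and AFLA_126710 of cluster #50 changed by −2.31 (adjusted p = 1.8e-04) and −2.47 (adjusted p = 0.00633). With limma on log2(FPKM + 1) these 3 genes had adjusted p = 0.0805, 0.112 and 0.295. On log2(FPKM + 0.1) AFLA_066720 passed, and AFLA_005440 and AFLA_126710 did not (adjusted p = 0.0559 and 0.135).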

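The backbone genes of 2 clusters crossed FPKM 1 with M20 only. AFLA_009120 of cluster #7 was at 0.787 ± 0.182 FPKM in control and 1.16 ± 0.201 with M20 (SD, n = 3 each), with adjusted p = 0.203. AFLA_070860 of cluster #25 was at 0.871 ± 0.0873 and 1.07 ± 0.161, with adjusted p = 0.196. Cluster #26 has 3 backbone genes in Table S7. AFLA_079360 was at 0.741 ± 0.214 and 1.10 ± 0.778 FPKM (adjusted p = 0.585), AFLA_079380 rose from 3.51 ± 0.426 to 6.96 ± 1.53 (0.98, adjusted p = 7.2e-04), and AFLA_079400 fell from 28.0 ± 1.47 to 20.7 ± 0.575 (−0.44, adjusted p = 7.8e-04).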

Expression of pathway #7 and #26 was low in treated samples (FPKM 1.1–1.2) but was absent in the control group. 

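Clusters #13, #16, #20, #24, #26, #40, #44, #46, #51, #52 and #55 had a backbone gene that passed the test with a change under 2-fold and none that changed by more. The call was firm at AFLA_062820 of cluster #20, which rose from 61.1 ± 13.7 to 105 ± 10.4 FPKM (SD, n = 3 each), a log2 fold change of 0.78 (SE 0.16, adjusted p = 0.00437), and at the siderophore gene SidA of cluster #16. The backbone genes of 6 of these clusters were close to the limit of the test. AFLA_038600 of #13 was higher, at 0.56 (adjusted p = 0.0379). The other 5 were lower: AFLA_069330 of #24 at −0.66 (adjusted p = 0.0475), AFLA_112840 of #40 at −0.58 (adjusted p = 0.0404), AFLA_116890 of #44 at −0.55 (adjusted p = 0.0209), AFLA_118960 of #46 at −0.61 (adjusted p = 0.0199) and AFLA_128060 of #52 at −0.48 (adjusted p = 0.0460). With 1 culture left out, AFLA_038600 gave adjusted p = 0.109 without control replicate 1, 0.0756 without control replicate 3, 0.112 without M20 replicate 1 and 0.126 without M20 replicate 3. AFLA_069330 gave 0.0585 without control replicate 1, 0.159 without control replicate 2, 0.121 without control replicate 3 and 0.124 without M20 replicate 2. AFLA_112840 gave 0.0567 without control replicate 1, 0.126 without control replicate 2, 0.0637 without control replicate 3, 0.0835 without M20 replicate 2 and 0.157 without M20 replicate 3. AFLA_116890 gave 0.0693 without control replicate 3, 0.0674 without M20 replicate 2 and 0.0945 without M20 replicate 3. AFLA_118960 gave 0.0513 without control replicate 2, 0.0786 without control replicate 3, 0.0751 without M20 replicate 2 and 0.0709 without M20 replicate 3. AFLA_128060 gave 0.213 without control replicate 1, 0.0784 without control replicate 3, 0.166 without M20 replicate 1 and 0.120 without M20 replicate 3.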

The expression of eleven SM gene clusters was moderately changed (Fig. 4E, orange spheres; treated/control FPKM ratio (T/C) ≈ 0.5–2, *p*-adj < 0.05). The only verified SM product among these pathways was cyclopiazonic acid^45^, the product of pathway #55, which showed a 35–40% decrease in expression in treated samples. 

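Cluster #55 lies next to the AF cluster on supercontig EQ963478 and has 2 backbone genes. AFLA_139490, for the hybrid polyketide and peptide synthase that builds the precursor of cyclopiazonic acid, fell from 5.74 ± 0.273 to 3.51 ± 0.635 FPKM (SD, n = 3 each). This is a decrease of 38.8% in mean FPKM, and its log2 fold change was −0.72 (SE 0.12, adjusted p = 7.5e-04). AFLA_139480, for the dimethylallyl tryptophan synthase that adds a prenyl group, fell from 15.8 ± 2.02 to 10.2 ± 2.11 FPKM, a decrease of 35.2% (−0.63, adjusted p = 0.00943, but adjusted p = 0.0522 without control replicate 3). The transporter gene beside them, AFLA_139460, fell by 0.90 (adjusted p = 2.4e-05). Of the 8 tested neighbours, 1 was lower and none higher, and the neighbourhood did not pass camera (adjusted p = 0.0743, and 0.278 for the neighbours alone). It passed in 1 of the 6 runs with a culture left out (adjusted p = 0.0309 without M20 replicate 3).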

Three pathways were significantly overexpressed (T/C > 2, *p*-adj < 0.05) (Fig. 4E, red spheres). 

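Backbone genes of 4 clusters (#9, #10, #17 and #45) rose at least 2-fold. In cluster #17, AFLA_053780, a polyketide synthase-like gene, was at 1.00 ± 0.265 FPKM in control and 2.03 ± 0.382 with M20 (SD, n = 3 each), a log2 fold change of 1.02 (SE 0.35, adjusted p = 0.0402). It rests on few reads, and with 1 culture left out adjusted p was 0.125 without control replicate 1, 0.0513 without control replicate 2, 0.0550 without M20 replicate 1, 0.0730 without M20 replicate 2 and 0.150 without M20 replicate 3. The other 2 backbone genes of that cluster did not pass the test (AFLA_053770 at 0.70, adjusted p = 0.116 and AFLA_053870 at −0.16, adjusted p = 0.303).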

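In cluster #9, the peptide synthase gene AFLA_010620 rose from 21.2 ± 3.98 to 65.8 ± 3.28 FPKM (SD, n = 3 each), a log2 fold change of 1.63 (SE 0.12, adjusted p = 3.1e-06). Genes around it were higher too: the acetylase AceI (AFLA_010600, 1.70), a siderophore transporter (AFLA_010640, 1.61), the ABC transporter SidT (AFLA_010630, 1.39), an enoyl-CoA hydratase (AFLA_010610, 1.39) and an esterase (AFLA_010590, 1.18, adjusted p between 1.1e-06 and 5.4e-04 for these 5). They span 840788 to 862908 on supercontig EQ963486. Of the 6 tested neighbours, 5 were higher and none lower. With the backbone gene they passed camera as a set (adjusted p = 1.6e-10, and 3.4e-08 for the neighbours alone), but not with an estimated correlation (adjusted p = 0.0539 and 0.0533).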

Experimentally verified products of #9 are aspergillicins, which are cyclic depsipeptides potentially involved in iron homeostasis^46^. 

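Arp1 (AFLA_016140) of cluster #10 removes water from scytalone on the way to melanin. It rose from 23.7 ± 4.06 to 55.1 ± 4.44 FPKM (SD, n = 3 each), a log2 fold change of 1.22 (SE 0.14, adjusted p = 4.9e-05). Its neighbours did not move together. An O-methyltransferase gene (AFLA_016120) and AFLA_016130 rose by 1.45 and 1.81, while a lipase gene (AFLA_016150) and AFLA_016160 had log2 fold changes of −1.22 and −1.43 (adjusted p between 1.9e-06 and 0.00346). With 2 of 8 tested neighbours higher and 2 lower, the neighbourhood did not pass camera (adjusted p = 0.936, and 0.544 for the neighbours alone).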

The backbone gene of #10 is the scytalone dehydratase Arp1, suggesting that this pathway is involved in the biosynthesis of conidial pigments. 

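AFLA_118440, the backbone gene of cluster #45, rose from 3.02 ± 0.610 to 6.87 ± 1.53 FPKM (SD, n = 3 each), a log2 fold change of 1.17 (SE 0.19, adjusted p = 7.2e-04). The next 3 genes rose too: AFLA_118450 of unknown function by 1.54 (adjusted p = 6.8e-06), an amino acid transporter (AFLA_118460) by 1.51 (adjusted p = 1.8e-04) and an alkaline phytoceramidase (AFLA_118470), which cleaves membrane sphingolipids, by 1.34 (adjusted p = 1.3e-05). Of 8 tested neighbours 4 were higher and 1 lower (camera, adjusted p = 0.00433 with the backbone gene and 0.0143 without it). With an estimated correlation these sets gave adjusted p = 0.0832 and 0.124.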

The backbone gene of #45 is a putative nonribosomal peptide synthase, but the pathway product remains unknown. 

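The kojic acid gene AFLA_096050, listed as pathway #56, fell from 262 ± 54.1 to 115 ± 9.42 FPKM (SD, n = 3 each), a log2 fold change of −1.20 (SE 0.14, adjusted p = 1.9e-04). Beside it, AFLA_096040 fell from 4971 ± 1839 to 901 ± 299 FPKM (−2.47, SE 0.40, adjusted p = 0.00955). A sugar transporter gene, AFLA_096070, fell by 1.60 (adjusted p = 4.5e-04). Of the 9 tested neighbours, 6 were lower and 1 higher (camera, adjusted p = 0.00150 with the listed gene and 0.00942 without it). With an estimated correlation the sets gave adjusted p = 0.262 and 0.357. Backbone genes of clusters #5, #11, #19 and #43 also fell at least 2-fold.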

Treatment with M20 extract significantly downregulated (T/C < 0.5, *p*-adj < 0.05) four SM gene clusters and the kojic acid pathway (Fig. 4E, blue spheres). The product of cluster #11 is the antimicrobial mycotoxin, aspergillic acid. 

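AFLA_023020, the backbone gene of cluster #11, encodes the peptide synthase-like enzyme that joins the amino acids of aspergillic acid. It lies from 34356 to 37421 on supercontig EQ963473 and fell from 40.6 ± 19.6 to 0.671 ± 0.136 FPKM (SD, n = 3 each), a log2 fold change of −5.93 (SE 0.68, adjusted p = 0.00306). The transporter gene AFLA_023050 fell from 563 ± 122 to 10.9 ± 1.02 FPKM (−5.69, SE 0.16, adjusted p = 5.8e-08). The cytochrome P450 gene AFLA_023030 changed by −4.62 (adjusted p = 4.1e-06), the desaturase gene AFLA_023010 by −3.52 (adjusted p = 5.4e-07), and the ankyrin domain gene AFLA_023000 by −2.66 (adjusted p = 2.1e-08). The transcription factor of the C6 zinc type inside the group, AFLA_023040, fell with the enzymes (−3.13, adjusted p = 5.6e-08). Of 8 tested neighbours, 7 were lower, 5 of them at least 2-fold, and none was higher. With the backbone gene they passed camera as a set (adjusted p = 9.9e-35), also with an estimated correlation (adjusted p = 0.0469). The neighbours alone passed camera (adjusted p = 6.1e-32) but not with an estimated correlation (adjusted p = 0.0533). The weakest call, AFLA_023060 (−0.98, adjusted p = 0.0464), did not hold in any of the 6 runs with 1 culture left out (adjusted p = 0.166 without control replicate 1, 0.0579 without control replicate 2, 0.0548 without control replicate 3, 0.0965 without M20 replicate 1, 0.159 without M20 replicate 2 and 0.0564 without M20 replicate 3).

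**Figure D2:**
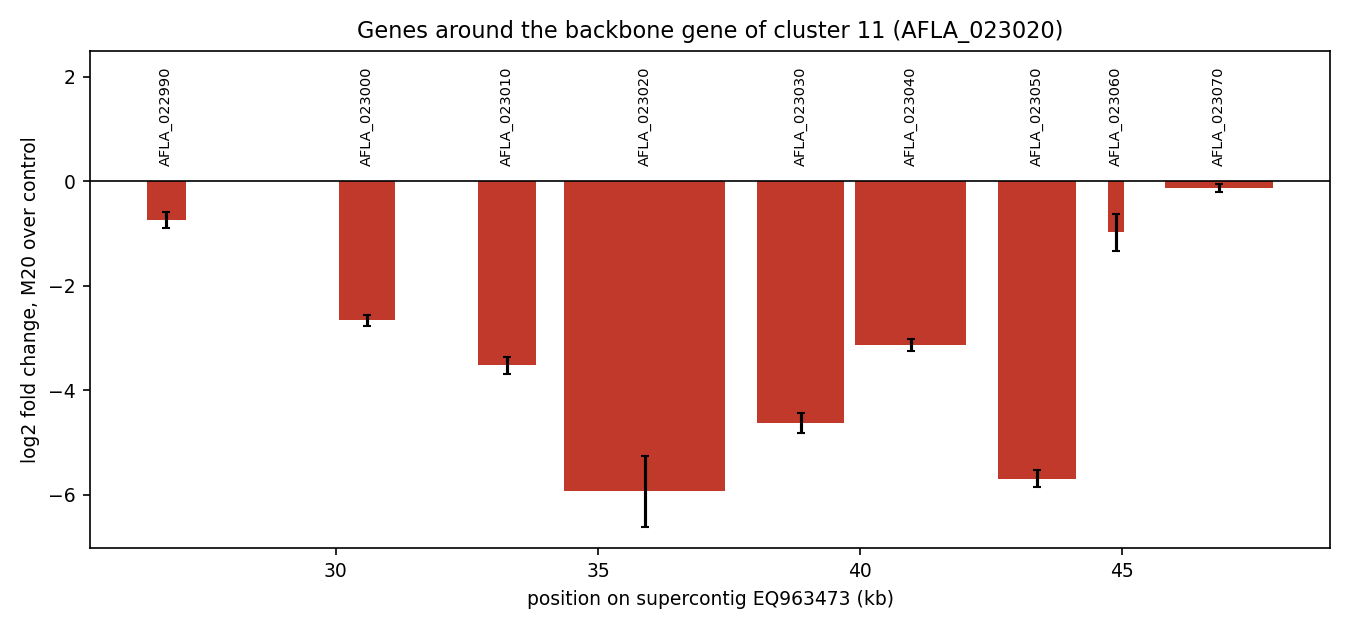
Log2 fold change (M20-treated over control, vertical axis) of the 9 genes AFLA_022990 to AFLA_023070 of cluster #11, placed by their position in kb on supercontig EQ963473 (horizontal axis), with the standard error as bars. AFLA_023020 is the backbone gene, and the group runs from −0.13 at AFLA_023070 to −5.93 at AFLA_023020.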

The products of other downregulated clusters are unknown. The backbone gene of #5 encodes polyketide synthetase PksP, which, based on its sequence homology to Alb1 protein in *Aspergillus fumigatus*, likely catalyzes the formation of a naphthopyrone compound^47^. 

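PksP (AFLA_006170), which makes the polyketide from which spore pigment is built, lies from 1664602 to 1671252 on supercontig EQ963482. It was low in both groups, at 2.99 ± 1.25 FPKM in control and 1.15 ± 0.180 with M20 (SD, n = 3 each), a log2 fold change of −1.40 (SE 0.28, adjusted p = 0.00524). Arb2 (AFLA_006180) next to it, an oxidase of the same pigment route, was lower, at −0.76 (adjusted p = 0.0339), a call that was lost in 5 of the 6 runs with 1 culture left out (adjusted p = 0.0912 without control replicate 2, 0.0938 without control replicate 3, 0.0884 without M20 replicate 1, 0.0620 without M20 replicate 2 and 0.0924 without M20 replicate 3). Of 9 tested neighbours, Arb2 was lower and 1 was higher, and the neighbourhood did not pass camera (adjusted p = 0.620 with PksP and 0.883 without it).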

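In cluster #19, AFLA_060680 fell from 88.1 ± 11.2 to 43.9 ± 3.03 FPKM (SD, n = 3 each), a log2 fold change of −1.01 (SE 0.10, adjusted p = 1.2e-05). The P450 gene next to it, AFLA_060690, fell by 0.62 (adjusted p = 7.4e-04). Of 10 tested neighbours 4 were lower and 1 higher (camera, adjusted p = 0.00639 with the backbone gene and 0.0385 without it, and with an estimated correlation 0.332 and 0.415). In cluster #43, AFLA_116600 fell from 2.24 ± 0.416 to 0.507 ± 0.112 FPKM (−2.12, SE 0.35, adjusted p = 5.1e-04) and AFLA_116500 from 12.2 ± 2.00 to 4.80 ± 1.30 FPKM (−1.34, SE 0.21, adjusted p = 3.6e-04). Between and beside them, AFLA_116510 of unknown function fell from 459 ± 72.5 to 148 ± 20.6 FPKM (−1.64, adjusted p = 7.4e-06) and the P450 gene AFLA_116530 changed by −1.26 (adjusted p = 3.2e-04). Of 13 tested neighbours 8 were lower and none higher (camera, adjusted p = 3.8e-05 with the backbone genes and 5.0e-04 without them, and with an estimated correlation 0.0469 and 0.0533).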

The backbone genes of #19 and #43 encode putative dimethylallyl tryptophan synthases.

### Expression of AF biosynthesis pathway genes

We next assessed the effect of M20 plant extract on the expression of AF pathway genes by analyzing RNA-seq data (Table S8). AFs are the products of a complex polyketide pathway that consists of at least 27 enzymatic reactions^6^. AFB1 synthesis begins with hexanoate units (HEX in Fig. 5), which are derived from acetyl-CoA and malonyl-CoA, and proceeds via multiple intermediates, including the first stable intermediate norsoloric acid (NOR), through versicolorin A (VERA) and sterigmatocystin (ST) to mature AFB1. 

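The 19 genes listed for AFB1 biosynthesis enzymes lie between 2186341 and 2246583 on supercontig EQ963478. All 18 with enough counts had a lower mean FPKM in the M20-treated cultures, with log2 fold changes from −3.07 (*aflY*) to −0.35 (*aflA*) and a median of −2.08. *aflC* (AFLA_139410), for the polyketide synthase that commits the pathway, was at 20.0 ± 15.5 FPKM in control and 9.81 ± 0.191 with M20 (SD, n = 3 each). *hypC* (AFLA_139400), for the anthrone oxidase after it, was at 107 ± 101 and 22.1 ± 2.41, *aflD* (AFLA_139390), for the reductase acting on norsolorinic acid, at 53.2 ± 38.8 and 30.6 ± 4.14, and *aflP* (AFLA_139210), for the methyltransferase acting on sterigmatocystin, at 10.2 ± 12.5 and 1.71 ± 0.581. Control replicate 2 was the highest of the 6 libraries at 18 of 18 genes. Its FPKM was 1.84 to 9.10 times the mean of control replicates 1 and 3 (median 6.17). With M20, the mean was 0.327 to 1.01 times that of control replicates 1 and 3 (median 0.677). At 12 of the 18 genes every control culture was above every M20-treated culture in FPKM. Chance gives 5% in this direction for a single gene. These genes moved almost as 1 unit (estimated correlation 0.956), so the 12 are not independent and cannot be weighed against that share. *hypE* had an FPKM of 0 in each control culture and a mean of 0.0888 with M20, and was not tested.

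**Figure D3:**
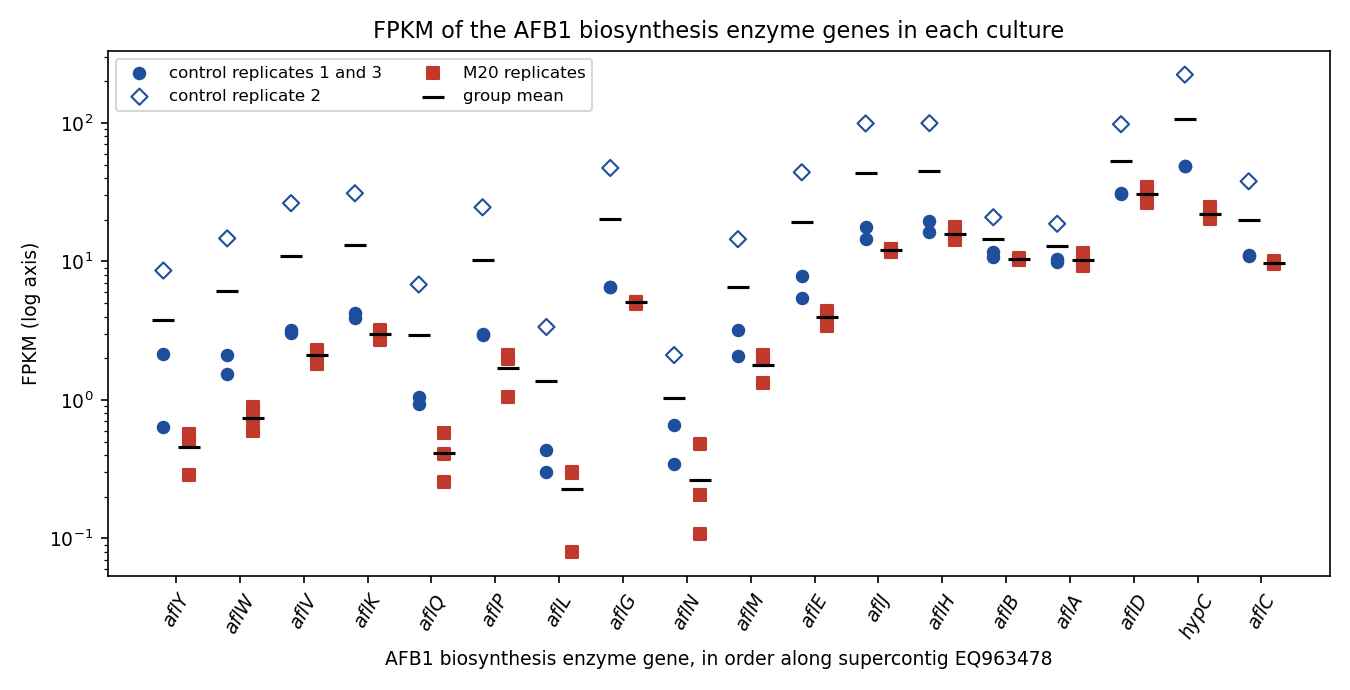
FPKM (log axis) of the 18 tested AFB1 biosynthesis enzyme genes, in their order along supercontig EQ963478 (horizontal axis), in each culture. Filled circles are control replicates 1 and 3, open diamonds control replicate 2, squares the 3 M20-treated cultures, and dashes the group means. Control replicate 2 is the highest point at 18 of 18 genes.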

Consistent with the finding that M20 extract prevented AFB1 accumulation in *A. flavus* cultures, M20 downregulated all genes encoding enzymes directly involved in the AFB1 biosynthesis to at least some extent (Fig. 5, AFB1 biosynthesis enzymes). 

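With edgeR none of the 18 tested AFB1 enzyme genes passed the test over all genes (adjusted p from 0.062 to 0.37, median 0.179), and 0 passed when adjusted over the list alone. At an unadjusted p under 0.05 there were 5. DESeq2 on the same counts called 10 lower: *hypC*, *aflB*, *aflE*, *aflL*, *aflN*, *aflP*, *aflQ*, *aflV*, *aflW* and *aflY*. These act from the hexanoate starter (*aflB*) to the last step that yields AFB1 (*aflQ*). The fit of edgeR without robust estimation of the spread called 13. Leaving out 1 culture also changed the count, which was 6 without control replicate 2, 3 without control replicate 3, 1 without control replicate 1 and 1 without M20 replicate 2. As a set, the genes were lower than the rest of the genome (camera, adjusted p = 0.00318, the only set in its family, so equal to the unadjusted value). They moved almost as 1 unit between cultures, and with the correlation estimated at 0.956 the set gave adjusted p = 0.485.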

Nine statistically significant downregulated biosynthetic enzyme genes (out of a total of 19 in the reference genome) are spread across the AFB1 pathway. We re-analyzed four of these genes (*hypC, alfW, aflN* and *aflQ*) using RT-qPCR and found that all were significantly downregulated after M20 treatment, a finding in full accord with RNA-seq data (Fig. S5). 

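Genes needed only for the G-type aflatoxins, *aflU* (AFLA_139430) and *aflF* (AFLA_139440), were at 26.3 ± 2.13 and 17.9 ± 1.59 FPKM in control and at 23.7 ± 4.30 and 15.2 ± 3.82 with M20 (SD, n = 3 each). Neither passed the test, with log2 fold changes of −0.15 (adjusted p = 0.419) and −0.23 (adjusted p = 0.430). *aflYa* (AFLA_139140) was at 0.636 ± 0.862 and 0.147 ± 0.112 FPKM and had too few counts to be tested. A difference between these genes and the AFB1 enzyme genes was not tested. *aflNa* (AFLA_139270), in the middle of the cluster, fell from 437 ± 132 to 165 ± 18.2 FPKM (−1.41, SE 0.21, adjusted p = 0.00271). *aflT* (AFLA_139420), for a transporter, was at 137 ± 4.56 and 124 ± 8.15 FPKM (−0.15, SE 0.081, adjusted p = 0.175).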

RNA-seq data showed less impact on genes with specific functions in the synthesis of AF G-types (marked as AFG in Fig. 5). *aflT* and *aflNa* genes are located in the AF cluster but do not have direct recognized roles in AF biosynthesis^6^; of these two genes, a*flNa* was significantly downregulated. Interestingly, RNA-seq data showed no change in the expression of the cluster-specific essential transcription activator AflR, but revealed an approximately 20% decrease in expression of the cluster-specific non-essential co-activator AflS. 

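*aflR* (AFLA_139360) lies from 2221686 to 2223020 on supercontig EQ963478, and *aflS* (AFLA_139340) from 2219496 to 2220947 beside it. *aflR* was at 72.5 ± 6.86 FPKM in control and 74.3 ± 6.01 with M20 (SD, n = 3 each), a log2 fold change of 0.031 (SE 0.092, adjusted p = 0.827). *aflS* was at 215 ± 35.3 and 174 ± 14.4 FPKM, a decrease of 19.3% in mean FPKM, with a log2 fold change of −0.31 (SE 0.11, adjusted p = 0.0509) in edgeR. It was called lower by DESeq2 (adjusted p = 0.0390), by edgeR with the replicate number as a block (adjusted p = 0.0439) and without control replicate 1 (adjusted p = 0.0283). DESeq2 on all genes with a count, a run chosen after seeing the data, also called it (adjusted p = 0.0394).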

RT-qPCR data confirmed the statistically insignificant change in *aflR* expression and showed a somewhat larger decrease (~ 60%) in *aflS* expression (Fig. S5).

**Figure 5:**
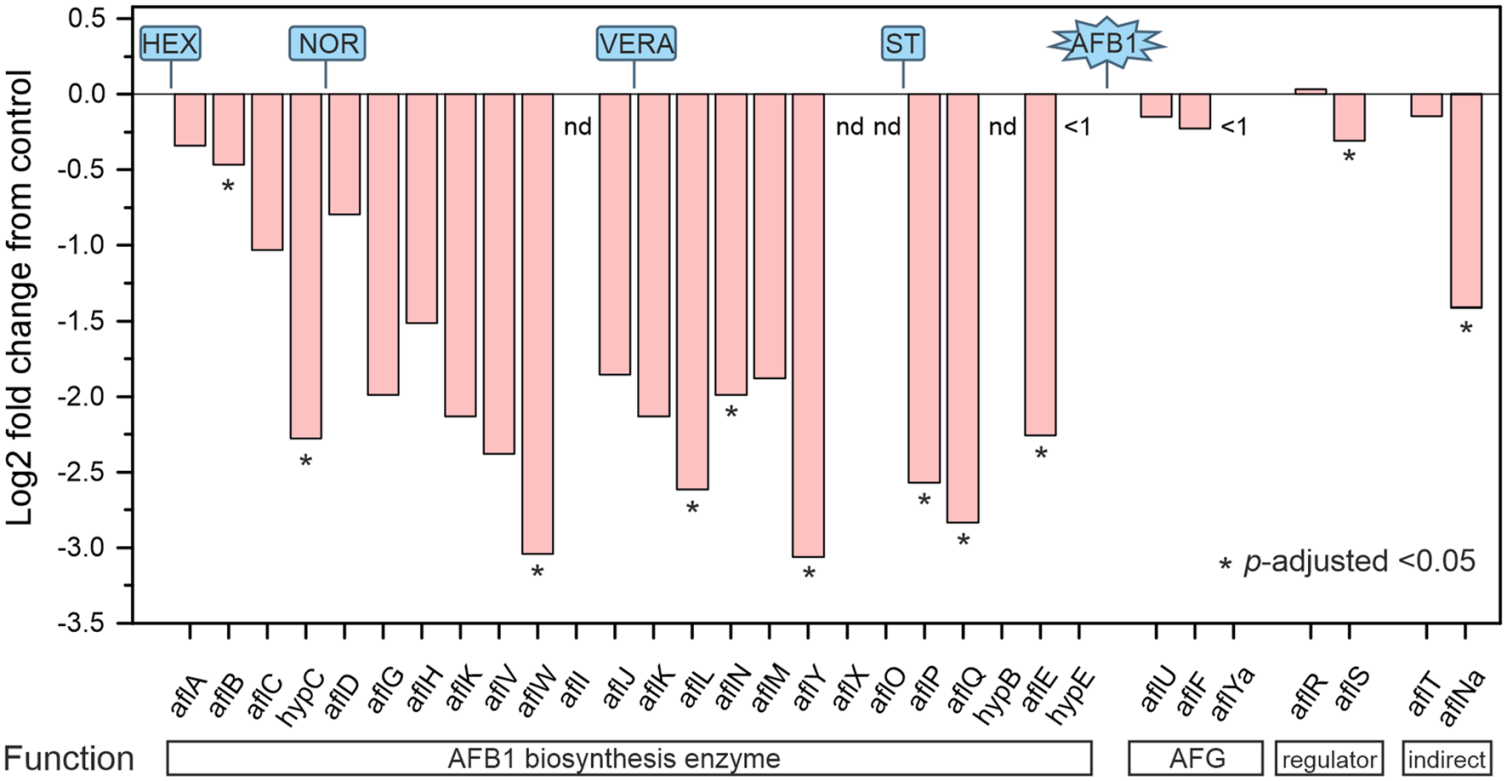
Effect of M20 extract treatment on AF cluster gene expression based on RNA-seq data. The names and reaction sequence locations of prominent chemical starter compounds (hexanoate, HEX) and intermediates, norsoloric acid (NOR), versicolorin A (VERA) and sterigmatocystin (ST), of the AFB1 synthesis pathway are shown. AFG indicates genes with a specific function in the synthesis of AF G-types. Genes absent in the reference genome annotation are indicated by nd. Genes with less than a threshold level of expression (FPKM < 1) are indicated by < 1.

### Expression of global AF regulator genes

To further explore the mechanism by which *Z. bungeanum* M20 extract shuts down AF production, we analyzed our RNA-seq data for changes in the expression of several previously characterized global AF regulator genes. In this section, we define a significant change in transcription as a treated/control FPKM ratio (T/C) ≤ 0.75 or ≥ 1.25 and *p*-adj ≤ 0.05.

Light level strongly affects SM production and fungal development. Velvet complex, consisting of the heterotrimer, VeA-LaeA-VelB, is the major light-responsive regulator in *Aspergillus* and has been suggested to control expression of the AF gene cluster and up to 27 other SM clusters in *A. flavus*^48^. 

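The gene for the light-dependent regulator VeA, *veA* (AFLA_066460), lies from 590392 to 592183 on supercontig EQ963479. It was at 208 ± 9.42 FPKM in control and 119.6 ± 6.52 with M20 (SD, n = 3 each), a log2 fold change of −0.80 (SE 0.081, adjusted p = 1.5e-05). *laeA* (AFLA_033290), for the methyltransferase-like partner of VeA, was at 69.1 ± 3.07 and 49.7 ± 3.61 FPKM (−0.48, SE 0.088, adjusted p = 0.00118). *velB* (AFLA_081490), for the third protein of the complex, was at 25.6 ± 0.215 and 22.7 ± 1.34 FPKM (−0.18, SE 0.10, adjusted p = 0.198). At both *veA* and *laeA* every control culture was above every M20-treated culture. The blue-light receptor gene *lreA* (AFLA_103610) was at 0.080 (adjusted p = 0.434).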

We found statistically significant downregulation of *veA* and *laeA* (T/C ≈ 0.58 and 0.72, respectively), but not *velB* (Table S9). A similar degree of *veA* downregulation was confirmed by RT-qPCR (Fig. S5).

Carbon source affects AF production level in *A. flavus*. CreA, the master carbon-regulating transcription factor, together with its in-cell stabilizers, CreB and CreC, tune carbon utilization towards most favorable sources and directly control the AF pathway^6^. Notably, deletion of *creA* abolished AF synthesis in *A. flavus*. However, our RNA-seq data showed no significant change in *creABC* transcription levels (Table S9). 

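*creA* (AFLA_134680) was at 284 ± 18.9 FPKM in control and 250.2 ± 9.06 with M20 (SD, n = 3 each), a log2 fold change of −0.19 (SE 0.083, adjusted p = 0.102). *creC* (AFLA_036580) was at 0.16 (SE 0.088, adjusted p = 0.172). *creB* (AFLA_051480), for the deubiquitinase, passed the test with a small increase, from 29.3 ± 1.43 to 35.8 ± 2.09 FPKM (0.29, SE 0.082, adjusted p = 0.0169), a T/C of 1.22. That call was lost with adjusted p = 0.0740 without control replicate 3 and 0.0521 without M20 replicate 3. The fourth gene that Table S9 lists under carbon, *aldA* (AFLA_108790) for an aldehyde dehydrogenase, fell from 976 ± 95.8 to 653 ± 89.5 FPKM (−0.58, SE 0.12, adjusted p = 0.00213).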

Nitrogen source and regulators of nitrogen metabolism are also known to control AF production. Nitrogen utilization is mediated by nitrogen metabolite repression (NMR). *nmrA* negatively regulates several genes involved in NMR, and also appears to be involved in the regulation of development and AF biosynthesis in *A. flavus*^49^. Our RNA-seq data showed that expression of *nmrA* (T/C ≈ 0.72) and some *nmrA*-like genes, which encode NmrA-like protein domains, were significantly downregulated by treatment with M20 extract (Table S9). 

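*nmrA* (AFLA_005620) fell from 42.8 ± 5.15 to 30.7 ± 2.95 FPKM (SD, n = 3 each), a log2 fold change of −0.48 (SE 0.11, adjusted p = 0.00535). Of the 15 nitrogen genes of Table S9, 13 were tested, and at a T/C of 0.75 or less or 1.25 or more 2 were lower and none higher. The other lower gene was the *nmrA*-like gene AFLA_107610, which fell from 108 ± 31.1 to 26.9 ± 3.26 FPKM (−2.00, SE 0.23, adjusted p = 6.9e-04). A further *nmrA*-like gene, AFLA_120170, was slightly higher (0.27, adjusted p = 0.0440, a T/C of 1.21), but with 1 culture left out adjusted p was 0.105 without control replicate 2, 0.117 without control replicate 3, 0.0959 without M20 replicate 1, 0.0981 without M20 replicate 2 and 0.0927 without M20 replicate 3. The global nitrogen regulator gene *areA* (AFLA_049870) was at 0.095 (adjusted p = 0.435). The nitrate reductase gene *niaD* (AFLA_018810) did not pass the test (−0.31, adjusted p = 0.162), except without control replicate 2 (adjusted p = 6.8e-05).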

A low-pH medium promotes AF production^6^. However, expression of the principal pH-responsive transcription factor, *pacC*, did not significantly change in our samples (Table S9).

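*pacC* (AFLA_030580) was at 104 ± 7.19 FPKM in control and 92.1 ± 5.57 with M20 (SD, n = 3 each). Its log2 fold change was −0.19 (SE 0.084, adjusted p = 0.109), and its T/C was 0.882.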

### Transcription of genes involved in fungal development and conidiation

Fungal development and asexual spore formation (conidiation) are tightly linked with SM production^6^. RNA-seq data showed that M20 treatment indeed repressed the expression of several genes associated with development and conidiation (Table S9). 

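Of the 16 genes for asexual development in Table S9, all tested, 6 were lower and none higher at a T/C of 0.75 or less or 1.25 or more. Among them, *flbA* (AFLA_134030), for a regulator that ends growth signalling so that conidiation can start, fell from 25.0 ± 4.11 to 16.8 ± 3.46 FPKM (SD, n = 3 each), a log2 fold change of −0.58 (SE 0.16, adjusted p = 0.0204), but with adjusted p = 0.0745 without M20 replicate 2 and 0.0505 without M20 replicate 3. *nsdC* (AFLA_131330) passed the test with a T/C of 0.778 (−0.37, adjusted p = 0.0186), and adjusted p was 0.0802 without M20 replicate 2 and 0.0957 without M20 replicate 3. In a list of 15 conidia and conidiation genes drawn up from the gene descriptions, 8 were lower and 3 higher (9 and 3 adjusted over the list alone). The spore hydrophobin RodB (AFLA_014260) fell from 12.9 ± 1.38 to 2.96 ± 0.368 FPKM (−2.13, SE 0.19, adjusted p = 6.3e-06), and a further hydrophobin, AFLA_060780, at −2.16 (adjusted p = 4.4e-04). The higher members besides Arp1 were a hydrophobin gene (AFLA_131460, 1.41, adjusted p = 0.0306) and a conidiation-specific gene (AFLA_044790, 1.57, adjusted p = 0.0459), whose calls were lost in 5 and 4 of the 6 runs with 1 culture left out (for the hydrophobin gene adjusted p = 0.0604 without control replicate 1, 0.0698 without control replicate 2, 0.0770 without control replicate 3, 0.0916 without M20 replicate 1 and 0.126 without M20 replicate 2, and for the other 0.117 without control replicate 3, 0.104 without M20 replicate 1, 0.110 without M20 replicate 2 and 0.111 without M20 replicate 3). The list did not pass camera (adjusted p = 0.102), except without control replicate 3 (adjusted p = 0.00889).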

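*brlA* (AFLA_082850), which lies from 2850111 to 2851376 on supercontig EQ963472, was at 6.92 ± 3.35 FPKM in the control cultures and at 1.39 ± 0.134 in the M20-treated cultures (SD, n = 3 each). The log2 fold change was −2.32 (SE 0.33, adjusted p = 3.3e-04), and every control culture was above every M20-treated culture.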

We observed a strong (~ fivefold) downregulation (T/C ≈ 0.2) of the gene *brlA* encoding the C2H2 zinc-finger conidiation transcription factor BrlA. This strong response was also confirmed by RT-qPCR (Fig. S5). 

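*abaA* (AFLA_029620) was at 2.98 ± 0.839 FPKM in control and 2.41 ± 0.239 with M20 (SD, n = 3 each), a log2 fold change of −0.32 (SE 0.23, adjusted p = 0.305). *wetA* (AFLA_052030), whose product matures the spore wall, was at 24.1 ± 0.986 and 21.8 ± 1.02 FPKM (−0.15, SE 0.090, adjusted p = 0.237). The genes *flbB* (AFLA_131490), *flbC* (AFLA_137320) and *flbE* (AFLA_017380), for upstream activators, did not pass the test either (−0.070, adjusted p = 0.554, −0.26, adjusted p = 0.0647 and −0.17, adjusted p = 0.144). Without control replicate 3, *flbC* passed (adjusted p = 0.0315).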

BrlA is part of the BrlA → AbaA → WetA cascade, which is the primary regulator of asexual spore production in *Aspergillus*^50^; the expression of *abaA* and *wetA*, however, was not significantly affected. *brlA* promoter activity is governed by the concerted action of activators (FlbBCDE) and repressors (NsdD, VosA and VelB)^51^. M20 treatment caused a similar decrease (T/C ≈ 0.63) in transcript levels of the *flbD* activator and *vosA*/*nsdD* repressors, making it difficult to predict how these changes might integrate and contribute to the observed strong downregulation of *brlA* (Table S9). 

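*flbD* (AFLA_080170) was at 7.21 ± 1.67 FPKM in control and 4.55 ± 0.376 with M20 (SD, n = 3 each), a log2 fold change of −0.67 (SE 0.21, adjusted p = 0.0245). *vosA* (AFLA_026900) fell from 12.3 ± 1.14 to 7.72 ± 1.55 FPKM (−0.68, SE 0.16, adjusted p = 0.00567), and *nsdD* (AFLA_020210) from 192 ± 43.4 to 124 ± 11.8 FPKM (−0.64, SE 0.15, adjusted p = 0.00992). The call of *vosA* held with each culture left out in turn. That of *flbD* was lost with adjusted p = 0.138 without control replicate 1, 0.0526 without M20 replicate 1, 0.0610 without M20 replicate 2 and 0.0952 without M20 replicate 3, and that of *nsdD* with adjusted p = 0.0501 without M20 replicate 3.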

Among other conidium development-related genes, expression of the transcriptional regulator Medusa was decreased (T/C ≈ 0.70) whereas *fadA*, *fluG* and *hbx1* were not significantly affected (Table S9).

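The gene for Medusa (AFLA_136410), which orders the tiers of the conidiophore, fell from 204 ± 40.2 to 143 ± 12.3 FPKM (SD, n = 3 each), a log2 fold change of −0.51 (SE 0.13, adjusted p = 0.0101). Without M20 replicate 2 or 3 adjusted p was 0.0551 and 0.0580. *fadA* (AFLA_018340), for the G protein subunit that favours growth over sporulation, was at 265 ± 10.6 and 258 ± 14.1 FPKM (−0.043, adjusted p = 0.722). *fluG* (AFLA_101920) and *hbx1* (AFLA_069100) were at −0.060 (adjusted p = 0.761) and −0.14 (adjusted p = 0.214).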

### Expression of genes involved in oxidative stress and antioxidant processes

Oxidative stress responses and SM production are considered to be tightly integrated^1^. Antioxidants inhibit AF biosynthesis, whereas compounds that cause oxidative stress have the opposite effect^13,14,44^. Several genes have been proposed to mediate the antioxidant-dependent inhibition of AF biosynthesis in *Aspergillus*^52^. A regulatory network consisting of the transcription factors Ap-1, AtfA, AtfB, MsnA and SrrA, as well as MAP kinase PbsB and adenylate cyclase AcyA, is involved in oxidative stress responses and SM production. 

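*atfB* (AFLA_094010) rose from 49.0 ± 5.26 to 73.7 ± 0.640 FPKM (SD, n = 3 each), a log2 fold change of 0.58 (SE 0.093, adjusted p = 4.5e-04), and *atfA* (AFLA_031340) from 118 ± 2.64 to 167 ± 9.91 FPKM (0.50, SE 0.080, adjusted p = 4.6e-04). Both encode stress-responsive transcription factors of the bZIP type. *srrA* (AFLA_034540), for the response regulator of the Skn7 type, fell from 57.2 ± 3.68 to 42.7 ± 7.01 FPKM (−0.43, SE 0.11, adjusted p = 0.00957), a call that was lost with adjusted p = 0.0613 without M20 replicate 2 and 0.0509 without M20 replicate 3. The genes *ap-1* (AFLA_129340), *msnA* (AFLA_110650) and *acyA* (AFLA_128130) did not pass the test (0.061, adjusted p = 0.621, −0.11, adjusted p = 0.340 and −0.025, adjusted p = 0.867). The kinase gene *pbsB* (AFLA_083380) did not either (0.13, adjusted p = 0.466), except without control replicate 2 (adjusted p = 0.00882).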

RNA-seq data showed that, of these genes, the positive AF regulator *atfB*^53^ and co-regulator *atfA*^1^ were upregulated (T/C ≈ 1.50 and 1.42, respectively) in the M20-treated group, whereas another co-regulator, *srrA*^54^, was downregulated (T/C ≈ 0.75) (Table S9).

Catalases (CAT), superoxide dismutase (SOD) and glutathione peroxidase (GPX) enzymes convert reactive oxygen species (ROS) to less harmful products and thereby defend the cell against oxidative stress^55^. The activities of these enzymes and expression levels of their corresponding genes have been shown to increase in response to the AF production inhibitors piperine^56^ and cinnamaldehyde^55^. Our data showed a mixed anti-ROS enzyme response to M20 treatment. RNA-seq data showed that genes encoding mycelial catalase Cat1, the bifunctional catalase-peroxidase Cat2, and glutathione peroxidase Hyr1 were downregulated (T/C ≈ 0.27, 0.14 and 0.64, respectively), whereas the spore-specific catalase CatA and Cu/Zn superoxide dismutase SOD1 were upregulated (T/C ≈ 1.63 and 1.70, respectively) (Table S9). 

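*cat2* (AFLA_122110) fell from 646 ± 136 to 88.9 ± 18.4 FPKM (SD, n = 3 each), a log2 fold change of −2.87 (SE 0.20, adjusted p = 7.6e-05), and *cat1* (AFLA_090690) from 182 ± 42.4 to 49.5 ± 5.16 FPKM (−1.88, SE 0.15, adjusted p = 3.0e-05). *hyr1* (AFLA_079910) fell from 892 ± 36.4 to 568 ± 30.8 FPKM (−0.66, SE 0.086, adjusted p = 9.8e-05). *sod1* (AFLA_099000), whose product turns superoxide into hydrogen peroxide, rose from 148 ± 6.53 to 251 ± 25.7 FPKM (0.76, SE 0.088, adjusted p = 4.1e-05), while *mnSOD* (AFLA_033420), for the manganese enzyme, did not pass the test (−0.12, adjusted p = 0.421). *catA* (AFLA_056170) was at 40.0 ± 16.2 FPKM in control and 65.2 ± 1.69 with M20, and its log2 fold change of 0.70 (SE 0.30, adjusted p = 0.147) did not pass the test. Without control replicate 2 it was 1.06 with adjusted p = 5.6e-05, and *catA* also passed with the fit without robust estimation of the spread (adjusted p = 0.0312) and with limma on log2(FPKM + 1) (adjusted p = 0.0410). In a wider list of 51 tested antioxidant enzyme genes, 15 were lower and 11 higher (16 and 12 adjusted over the list alone), with a glutathione S-transferase (AFLA_076480) at 1.25 (adjusted p = 5.8e-07) and thioredoxin reductase (AFLA_051770) at −0.87 (adjusted p = 3.6e-05). The list did not pass camera (adjusted p = 0.363).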

The strong downregulation of *cat2* was also supported by RT-qPCR results (Fig. S5).

A number of signal transduction pathways allow fungi to monitor and adapt to changes in environmental conditions. Among other components, these pathways involve GPCRs and hormone-like oxylipin molecules^57^. Oxylipin production depends on PpoA, PpoB and PpoC fatty acid oxygenases, which are under environmental control^58^. Deletion of the GPCR genes *gprK* and *gprA* increases AF production^57^, whereas deletion of *ppoAC* or *ppoABC* inactivates sterigmatocystin production (metabolically closely related to AF production) in *Aspergillus nidulans*^58^. 

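The receptor genes *gprA* (AFLA_060740), *gprK* (AFLA_009790) and *gprP* (AFLA_088190) had log2 fold changes of −0.16 (SE 0.091, adjusted p = 0.191), −0.74 (SE 0.34, adjusted p = 0.113) and −0.087 (SE 0.078, adjusted p = 0.424), where *gprK*, at 1.36 ± 0.256 FPKM in control and 0.812 ± 0.305 with M20 (SD, n = 3 each), passed without M20 replicate 3 (adjusted p = 0.0479). *ppoC* (AFLA_030430), for a fatty acid oxygenase that makes oxylipins, fell from 25.1 ± 3.87 to 6.17 ± 0.150 FPKM (−2.03, SE 0.11, adjusted p = 1.2e-07). *ppoA* (AFLA_026790) was at 21.7 ± 0.563 and 22.0 ± 1.24 FPKM (0.015, adjusted p = 0.905). *ppoB* (AFLA_120760) was at 0.337 ± 0.219 and 0.119 ± 0.0597 FPKM (−1.54, adjusted p = 0.0545) and passed without control replicate 1 (adjusted p = 0.0317). The GTPase gene *rasA* (AFLA_132380) was slightly higher (0.24, adjusted p = 0.0272, a T/C of 1.19), with adjusted p = 0.0850 without control replicate 3, 0.0717 without M20 replicate 2 and 0.0721 without M20 replicate 3.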

Our RNA-seq data show no significant change in the expression of AF-related GPCRs after M20 treatment, whereas the expression of *ppoC* was strongly decreased (T/C ≈ 0.25) (Table S9). A similar degree of *ppoC* downregulation was confirmed by RT-qPCR (Fig. S5).

## Discussion

We found here that a methanolic extract of *Z. bungeanum* pericarps inhibits AF production by *A. flavus*. M20 and EA80 fractions, which contained the highest amounts of phenols, flavonoids and antioxidants, were studied in detail. We focused on these properties because of a previously reported correlation between the amount and identity of phenolic compounds and antioxidant capacity in plant-derived fractions^59^. M20 and EA80 shared three flavonoid compounds: quercetin, epicatechin, and kaempferol-3-O-rhamnoside; the M20 fraction contained the additional flavonoid, hyperoside. These flavonoids are known for their antioxidant activities and beneficial health effects^60^. The M20 fraction completely inhibited AFB1 production at a low concentration (≥ 0.125 mg/mL), whereas full *A. flavus* growth arrest required much higher concentrations (≥ 4 mg/mL; Fig. 3). Our data, and the finding that an aqueous extract of the medicinal plant *Micromeria graeca* inhibited AF production at a concentration of 0.6 mg/mL without affecting *A. flavus* growth^13^, indicate that AF production is generally more susceptible to chemical intervention compared with cell growth. Quercetin, the major compound in M20, has been reported to significantly inhibit AFB1 production, possibly by reducing ROS levels and thus oxidative stress^61^. We suggest that the anti-aflatoxigenic activity of the M20 fraction reflects the presence of flavonoids in general and quercetin in particular. The general anti-aflatoxigenic potential of *Zanthoxylum*-derived compounds is further highlighted by the recent finding that essential oils isolated from *Zanthoxylum armatum* inhibit both the growth and AFB1 production of *A. flavus* on stored platycladi semen^62^. Notably, none of the compounds identified in essential oils were found in M20 or EA80 fractions.

Using RNA-seq and RT-qPCR to obtain insight into the molecular mechanism of AFB1 inhibition, we found that genes in the AF gene cluster of *A. flavus* were generally downregulated by M20 treatment (Fig. 5). 

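Around the polyketide synthase gene *aflC* at the end of the cluster, 9 neighbours were tested, from the AF cluster into cluster #55. The nearest of these, *aflD* and *hypC* on the near side and *aflT* on the far side, had negative log2 fold changes (−0.81 and −2.28 for the 2 enzyme genes), but in edgeR only AFLA_139460 of this neighbourhood was lower, and none was higher. The neighbourhood did not pass camera (adjusted p = 0.0620 with *aflC* and 0.0764 without it). With *aflC* it passed without control replicate 1 (adjusted p = 0.0144), without control replicate 3 (0.0132) and without M20 replicate 3 (0.0345), in a range from 0.0132 to 0.136 over the 6 such runs.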

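With control replicate 2 left out, 16 of 17 tested AFB1 enzyme genes still had a negative log2 fold change, from −1.58 to 0.012 with a median of −0.57, and 6 passed the test. These were *hypC* at −1.15 (adjusted p = 8.5e-07), which acts just after the polyketide is made, *aflE* at −0.74 (adjusted p = 0.00938), *aflW* at −1.30 (adjusted p = 0.00550) and *aflJ* at −0.41 (adjusted p = 0.0424), whose enzymes act between norsolorinic acid and versicolorin A, *aflY* at −1.58 (adjusted p = 0.0221), which acts on versicolorin A, and *aflQ* at −1.28 (adjusted p = 0.0281), which acts in the last step.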

Significant gene downregulation was observed across the enzymatic reaction pathway, which converts hexanoate starter units via multiple intermediates to AFB1. AflR and AflS are the two AF cluster-specific transcriptional regulators required for efficient AF production. Indeed, *aflR* deletion leads to complete loss of AF synthesis^63^. Surprisingly, our data demonstrated that, although M20 treatment did not significantly affect *aflR* expression, it reduced the expression of *aflS* by ~ 20% (RNA-seq) to ~ 60% (RT-qPCR). These findings suggest that, instead of the pathway-specific regulators AflR or AlfS, some global transcriptional regulators are responsible for downregulation of the AF gene cluster. 

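Of the 61 tested regulator genes of Table S9, 16 were lower and 3 higher at an adjusted p of 0.05 or less and a T/C of 0.75 or less or 1.25 or more. With no limit on T/C they were 17 and 6, and 18 and 8 when adjusted over the list alone. Of all 11293 tested genes, 3804 passed with no such limit, so the number of changed regulators does not set them apart. The lower genes were spread over light (2 of 4), carbon (1 of 4), nitrogen (2 of 13), asexual development (6 of 16), stress signalling (1 of 7), antioxidant enzymes (3 of 7) and cell signalling (1 of 7), and the higher genes were *atfA*, *atfB* and *sod1*. As a set the 61 genes were lower (camera, adjusted p = 0.00497), but adjusted p = 0.0795 with an estimated correlation. From the unchanged level of *aflR*, the limited decrease of *aflS* and the lower level of the AF cluster genes, the paper proposes that global regulators rather than AflR or AflS turn the cluster down.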

Downregulation of this cluster, however, is unlikely to involve widespread heterochromatin formation because FPKM counts of *aflR* (~ 70) and *aflS* (~ 200) indicate that these genes, which are located in the middle of a 70-kb long AF gene cluster^6^, were expressed at relatively high levels in all samples (Table S8). 

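Over the 6 cultures, *aflR* ranged from 67.1 to 80.2 FPKM and *aflS* from 157 to 256. The enzyme gene *aflJ* beyond *aflS* ranged from 11.7 to 99.2 FPKM, and *aflB* on the side of *aflR* from 10.3 to 20.9, with the highest value of both in control replicate 2. Of the 18 tested enzyme genes, 5 were under FPKM 1 in the mean of the M20-treated cultures and none was under 1 in both groups, but 3 were when control replicate 2 was left out.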

Consistent with the hypothesis that M20 treatment evokes a response by global secondary metabolism regulators, 18 of 56 SM pathways were differentially expressed, including downregulation of pathways that produce kojic acid, aspergillic acid or cyclopiazonic acid, and upregulation of the aspergillicins pathway (Fig. 4E). 

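Of the 51 tested backbone genes, 26 changed, 17 lower and 9 higher (the same numbers adjusted over the list alone), and 13 of them changed at least 2-fold, 9 lower and 4 higher. Of the 50 clusters, 17 were set aside as silent, with a mean FPKM under 1 in both groups at each backbone gene. These include #4, #22 and #50, whose backbone genes are among the 9 lower. Of the others, 5 had a backbone gene at least 2-fold lower, 4 had one at least 2-fold higher and 11 changed by less. A further 11 had no backbone gene that passed the test, and 2 crossed FPKM 1 with M20 only. Those 11 include the AF cluster, #54, whose *aflC* had a log2 fold change of −1.04 with a wide error (SE 0.60, adjusted p = 0.270). Not passing thus does not show that a cluster stayed the same. With limma on log2(FPKM + 1) the count of changed backbone genes was 17. The backbone genes went both ways, and the list did not pass camera (adjusted p = 0.209).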

Cyclopiazonic acid is another mycotoxin produced by *A. flavus* that has been associated with different liver, kidney and gastrointestinal complications in veterinary medicine^64^.

VeA is a global transcriptional regulator that forms a trimeric Velvet complex with LaeA and VelB to modulate fungal development and conidiation, primary and secondary metabolism, and oxidative stress responses^65^. Our data indicated reduced expression of *veA* and *laeA* after M20 treatment and thus downregulation of the Velvet complex (Fig. 6, Table S9, Fig. S5). This may be the main reason for the absence of AF synthesis in M20-treated cultures. VeA also regulates expression of the early fungal development regulator *brlA* and the ratio of its α/β form transcripts^65^. Consistent with the observed downregulation of *veA* and Velvet complex, the expression of *brlA* was reduced by 80–90% (Table S9, Fig. S5). It was previously reported that benzenamine treatment downregulated *brlA* in *A. flavus*^66^, whereas treatment with eugenol^67^ or 5-Azacytidine^65^ upregulated the *brlA* gene. Nutritional factors, such as carbon and nitrogen source, and physiological conditions, such as pH, also affect AF biosynthesis in *A. flavus*^6^. Among the genes involved in these environmental responses, we found decreased expression of the nitrogen metabolism regulator *nmrA*, which has been proposed to act as a regulator of AF production^49^.

**Figure 6:**
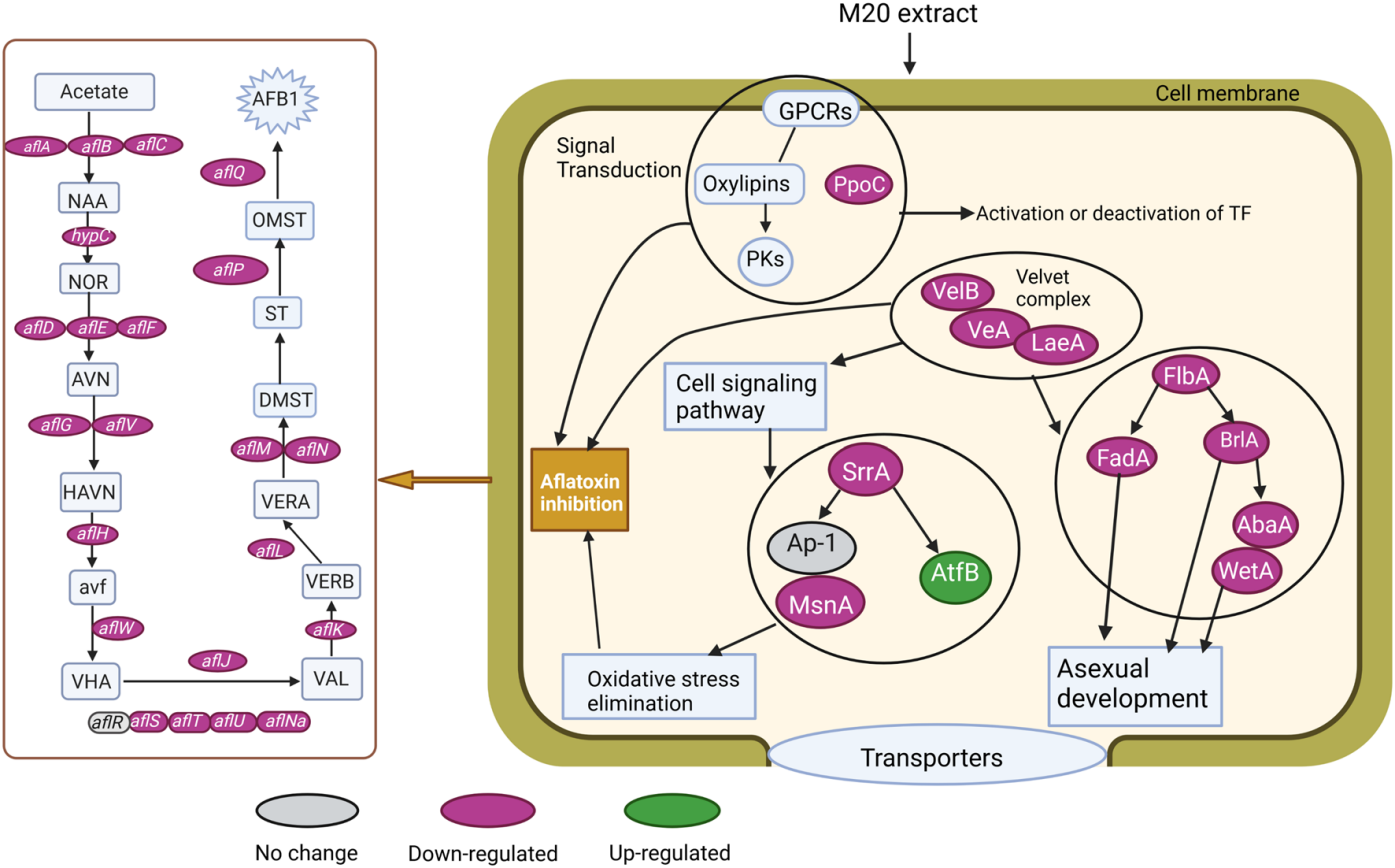
Schematic illustration of the anti-aflatoxigenic mechanism of M20 extract. In our working model, the extract causes downregulation of oxylipin-dependent cellular signaling, cellular development, the secondary metabolism regulator Velvet complex, and the oxidative stress pathway. Changes induced by M20 cause inactivation of the AF biosynthesis genes that mediate these processes, leading to a lack of the enzyme machinery required to produce AFs. *PKs* protein kinases, *TF* transcription factor.

Antioxidant-related genes encoding superoxide dismutase (SOD) and catalases (CAT) are modulated by bZIP transcription factors as part of the cellular defense mechanism against ROS^56^. Here, we found that expression of *cat1* and *cat2* was highly reduced by M20 treatment, whereas expression of *sod1* and *catA* was increased (Table S9, Fig. S5). Consistent with this, exposure of *A. flavus* to cinnamaldehyde leads to higher SOD activity and reduced AF production^68^. Treatment with *M. graeca* extract was shown to repress AF production in association with downregulation of *cat1* and *cat2* genes^13^. GPCRs and their oxylipin ligands constitute signal transduction pathways involved in the regulation of AF production^6,55^. We found no response of the GPCR genes *gprA*, *gprP*, or *gprK* to M20 treatment, which contrasts with their stimulation by cinnamaldehyde^55^ or eugenol^67^ treatment. Oxylipin production is driven by Ppo fatty acid oxygenases. In this context, we found significant downregulation of *ppoC*, but unaltered expression of *ppoA* and *ppoB*.

In summary, we showed that simple organic *Z. bungeanum* extracts are enriched for flavonoids and inhibit AF production by *A. flavus*. Treatment with this extract induced significant transcriptional changes in *A. flavus* SM pathways, including repression of the AF pathway (Fig. 6). Repression of AF pathway was correlated with repression of global transcriptional regulators, including the Velvet complex, whereas expression of the main pathway-specific activator *aflR* was not affected. We thus suggest that the *Z. bungeanum* extract shuts down the AF pathway by depriving *A. flavus* of the essential transcription co-activation functions of global regulators. Collectively, our findings indicate that natural extracts from *Z. bungeanum* have potential to facilitate the development of safe and economical strategies for shutting down AF production in *Aspergillus* species.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

## Data Availability

RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) database with the accession number GSE179477. Other data and propagable research materials are available upon reasonable request.

# Supplementary material for: A methanolic extract of Zanthoxylum bungeanum modulates secondary metabolism regulator genes in Aspergillus flavus and shuts down aflatoxin production
**Source:** Sci Rep. 2022 Apr 9;12:5995. doi: 10.1038/s41598-022-09913-3
**Supplement:** Supplementary file 1 — Supplementary Information 1.

Supplementary Information

A methanolic extract of *Zanthoxylum bungeanum* modulates
secondary metabolism regulator genes in *Aspergillus flavus* and shuts
down aflatoxin production

Asmaa Abbas^{1,2,3}, Colin W. Wright², Nagwa El-Sawi³, Tapani Yli-Mattila¹ and Anssi M.
Malinen^{1*}

1DP, UK

1. Detailed materials and methods

1.1. Source of chemicals

Petroleum ether, methanol, hexane, dichloromethane, ethyl acetate, acetonitrile, and sucrose were purchased from Fisher Scientific Company. Folin & Ciocalteu's phenol reagent, gallic acid (98%), disodium carbonate, 2,2'-azino-bis (3-ethylbenzothiazoline-6-sulfonic acid) diammonium salt (98%), trolox (97%), potassium persulfate (K₂S₂O₈), quercetin, aluminum chloride, trifluoroacetic acid, dimethyl sulfoxide (DMSO), and aflatoxin b₁ (#A6636) were purchased from Sigma-Aldrich. Trizol and RNase/DNase free water were purchased from Invitrogen™. Isopropanol (RNase/DNase free) and Chloroform were purchased from Acros Organics. Yeast extract was from Neogen.

1.2. Determination of antioxidant activity of plant extract fractions

Total antioxidant activity was determined using the ABTS assay [27]. In this protocol, the ABTS•⁺ radical cation was generated by oxidizing 7 mM ABTS with 2.45 mM potassium persulfate. The radical is reduced back to ABTS by antioxidants in the sample with a concomitant decrease in the absorbance at 734 nm (where ABTS•⁺ absorbs strongly). The working solution of ABTS•⁺ was stored in the dark at room temperature for 12–16 h before use. The ABTS•⁺ concentration was adjusted to produce an initial absorbance value 0.7 at 734 nm. Five concentrations (0.1, 0.2, 0.4, 0.8 and 1 mg/mL) of different *Z. bungeanum* fractions were prepared in 1:1 ethanol:water mixture. 0.9 mL of ABTS•⁺ working solution was added to 0.1 mL of sample and incubated 6 min at 22°C before measuring absorbance at 734 nm. The total antioxidant activity of each sample was expressed as percentage inhibition (PI) as defined in equation (1) in the main text.

1.3. Determination of the effect of plant extract fractions on mycelium weight and aflatoxin B1 production

To determine the effect of plant extracts on the *A. flavus* cell mass accumulation and aflatoxin production, the test and control cultures in 1 mL of YES medium in micro-centrifuge tubes were seeded with spores (10^3 spores/mL) of aflatoxigenic *A. flavus* AF2653 strain. The test and control cultures were further supplemented with final concentrations of 1.95-250 μ g/mL of M20 fraction or DMSO, respectively. The final DMSO concentration in all cultures was 0.5%. The culture tubes were incubated for 5 days in the dark at 25°C. Fungus disks (mycelium) were then scraped off the tubes, filtered remove all culture medium and placed into clean micro-centrifuge tubes for weighing. Aflatoxins were extracted from 500 μ L of filtered culture medium using chloroform, derivatized with trifluoroacetic acid and quantified with HPLC equipped with absorption and fluorescence detectors as described previously [20]. The experiments were performed as independent triplicates (i.e. three biological replicates) at each M20 concentration. IC_{50} values for AFB1 production were obtained using equations (3) and (4) as described in the main text.

1.4. RNA isolation for RNA-seq analysis

Fungal mycelia were harvested with sterile spatulas to fresh micro-centrifuge tubes and grounded to fine powder in liquid nitrogen. The cell mass was supplemented with 1 μ l (40 U/ μ l) of X2500 RiboLock RNase inhibitor (ThermoFisher Scientific) and immediately used to extract RNA with Trizol Reagent according to the manufacturer's instructions. The pure total RNA was dissolved in TE buffer [10 mM Tris-HCl (pH 8.0), 1 mM EDTA] [30]. Multiple quality controls were applied to the isolated RNA. RNA degradation and contamination were monitored on 1% agarose gels. RNA purity, i.e., A260/A280 and A260A/230 ratios, was checked using the NanoPhotometer spectrophotometer (Implen, CA,

USA). Finally, RNA integrity analysis and quantitation were done using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). RNA samples used for RNA-seq had RNA integrity numbers (RIN) 8.6–9.4.

Table S1. Primers used to amplify ITS2 and ETS regions in *Z. bungeanum* genome

rDNA region	Sequence
ITS2-F	ATGCGATACTTGCTGTGAAT
ITS2-R	GACGCTTCTCCAGACTACAAT
ETS-F	ATAGAGCGCGTGAGTGGTG
ETS-R	GACAAGCATATGACTACTGGCAGGATCAA

Table S2. Solvent gradients used to fractionate crude methanolic extract on silica column

Fraction	Solvent	Ratio (v/v)
F1	Hexane	1.00
F2	Hexane/di chloromethane	0.80/0.20
F3	Hexane/di chloromethane	0.50/0.50
F4	Hexane/di chloromethane	0.20/0.80
F5	di chloromethane/Ethyl acetate	0.80/0.20
F6	di chloromethane/Ethyl acetate	0.50/0.50
F7	**di chloromethane/Ethyl acetate (EA80)**	**0.20/0.80**
F8	Ethyl acetate	1.00
F9	**Ethyl acetate/Methanol (M20)**	**0.80/0.20**
F10	Ethyl acetate/Methanol	0.50/0.50
F11	Ethyl acetate/Methanol	0.20/0.80
F12	Methanol	1.00

Table S3. RT-PCR primers and their target genes

Gene name	Primer sequence	Product length (bp)
<i>β-tub</i>	F: AACGTCTACTTCAACGAGGCCA<br>R: GTACCAGGCTCAAGATCAACGAG	74
<i>hypC</i>	F: GGTCTTTTTTGACGGGAGCC<br>R: TCTCGATAAGAATGGGAATGGTGA	63
<i>aflW</i>	F: CGATGTCTTTGTGCGGACG<br>R: GTGTTGCCCCGCTAGCACTC	51
<i>aflN</i>	F: CAAGGCGAGGTGTTTCCTCT<br>R: GGCAAGTGGGTGATCCTTGA	114
<i>aflQ</i>	F: GGGAGGATCGGACACGACA<br>R: CATGGCCACAAAAAGCTAGAC	52
<i>aflR</i>	F: CCTTTCTCACTACTCGGGTTT<br>R: GCAGGTAATCAATAATGTCCG	88
<i>aflS</i>	F: CTCGATGCGGCAGTGTATCT<br>R: ACACCTCCACATGAGCCTTG	109
<i>veA</i>	F: CGTCAGCCGGATCACTCG<br>R: GACGGTCCGCAGAGGACTT	113
<i>ppoC</i>	F: GTTCACAATCAGGCTCAAATGTTC<br>R: CAGGCAGTAGCGCATCAACTT	138
<i>cat2</i>	F: TGGCAGCAGTGACGGAAAG<br>R: AGCCCAAGCGGCAACAA	55
<i>brlA</i>	F: TCTAGCGGGGATGACCTCAA<br>R: CCGAAGGAAGCCAAAAGTGC	131

Table S4. High-resolution mass spectrometry-based identification of compounds in M20 and EA80 fractions

Compound	Detected fraction	Molecular formula	Calculated mass (m/z) (Theoretical)	Measured mass (m/z) (Observed)	Mass error (Δ) (ppm)
Quercetin	M20 & EA80	C ₁₅ H ₁₀ O ₇	301.03483 (M-H)	301.03384 (M-H)	3.32
Epicatechin	M20 & EA80	C ₁₅ H ₁₄ O ₆	289.0790 (M-H)	289.00769 (M-H)	0.63
Kaempferol-3-O-rhamnoside	M20 & EA80	C ₂₁ H ₂₀ O ₁₀	431.097282 (M-H)	431.09574 (M-H)	4.83
Hyperoside	M20	C ₂₁ H ₂₀ O ₁₂	463.08765 (M-H)	463.08474 (M-H)	6.27

A

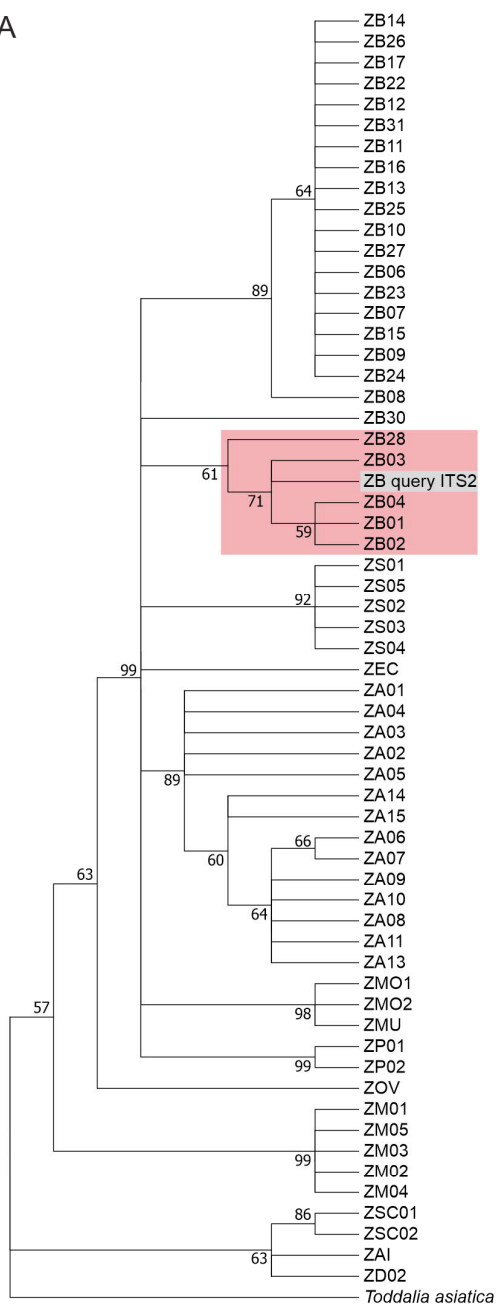

B

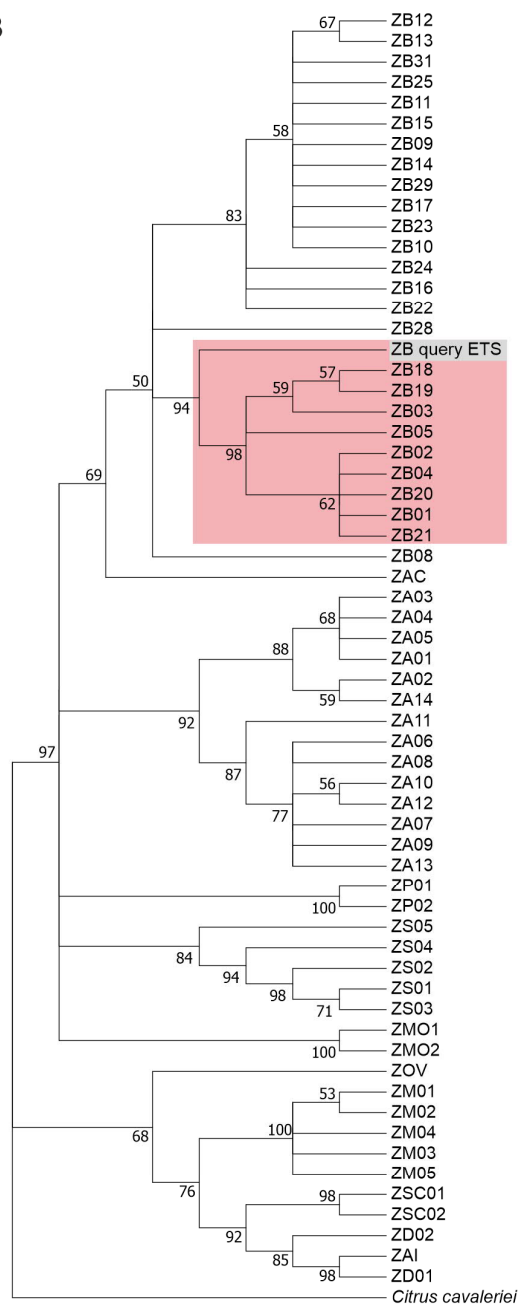

C

Query sequence	Alignment score (bits)	Expect value	Identities	Gaps	Top Blast hit	GenBank accession no.
ITS2	414	2e-111	224/224 (100%)	0/224	<i>Z. bungeanum</i> isolate KPS0225A04	MF096856.1
	414	2e-111	224/224 (100%)	0/224	<i>Z. bungeanum</i> voucher YC0167MT63	KP642589.1
ETS	815	0	447/450 (99.3%)	0/450	<i>Z. bungeanum</i> voucher B41	MF070123.1

Figure S1. Confirmation of the identity of *Zanthoxylum bungeanum* plant. Consensus neighbour-joining tree of (A) ITS2 and (B) ETS nucleotide sequences was constructed using MEGA 7.0 [22]. Algorithm parameters: 500 replicates, Kimura 2-parameter substitution model, gamma site rate variation (shape parameter=1). The percentage of replicate trees in which the associated taxa clustered together in the bootstrap test are shown adjacent to the branches; if this value was <50%, the branches were collapsed. All ambiguous positions were removed for each sequence pair. There were 229 (ITS2) or 454 (ETS) sequence positions in the final datasets, respectively. The ITS2 and ETS trees were rooted to *Toddalia asiatica* and *Citrus cavaleriei* outgroups, respectively. Reference ITS2 and ETS sequences are from validated *Zanthoxylum* species (identified by letters) and cultivars (numbers) as described in [21]. Species abbreviations used: ZB, *Z. bungeanum*; ZA, *Z. armatum*; ZP, *Z. piperitum*; ZS, *Z. simulans*; ZM, *Z. micranthum*; ZSC, *Z. scandens*; ZMO, *Z. molle*; ZAI, *Z. ailanthoides*; ZAC, *Z. acanthopodium*; ZEC, *Z. echinocarpum*; ZMU, *Z. multijugum*; ZD, *Z. dissitum*; ZOV, *Z. ovalifolium*. Query sequences (gray rectangles), which were obtained from the plant material used in this study, formed monophyletic groups (pink rectangles) with validated *Z. bungeanum* cultivars in both ITS2 and ETS trees. (C) The standard nucleotide BLAST [23] search using our ITS2 and ETS sequences found validated *Z. bungeanum* sequences the best hits from GenBank nucleotide collection [24].

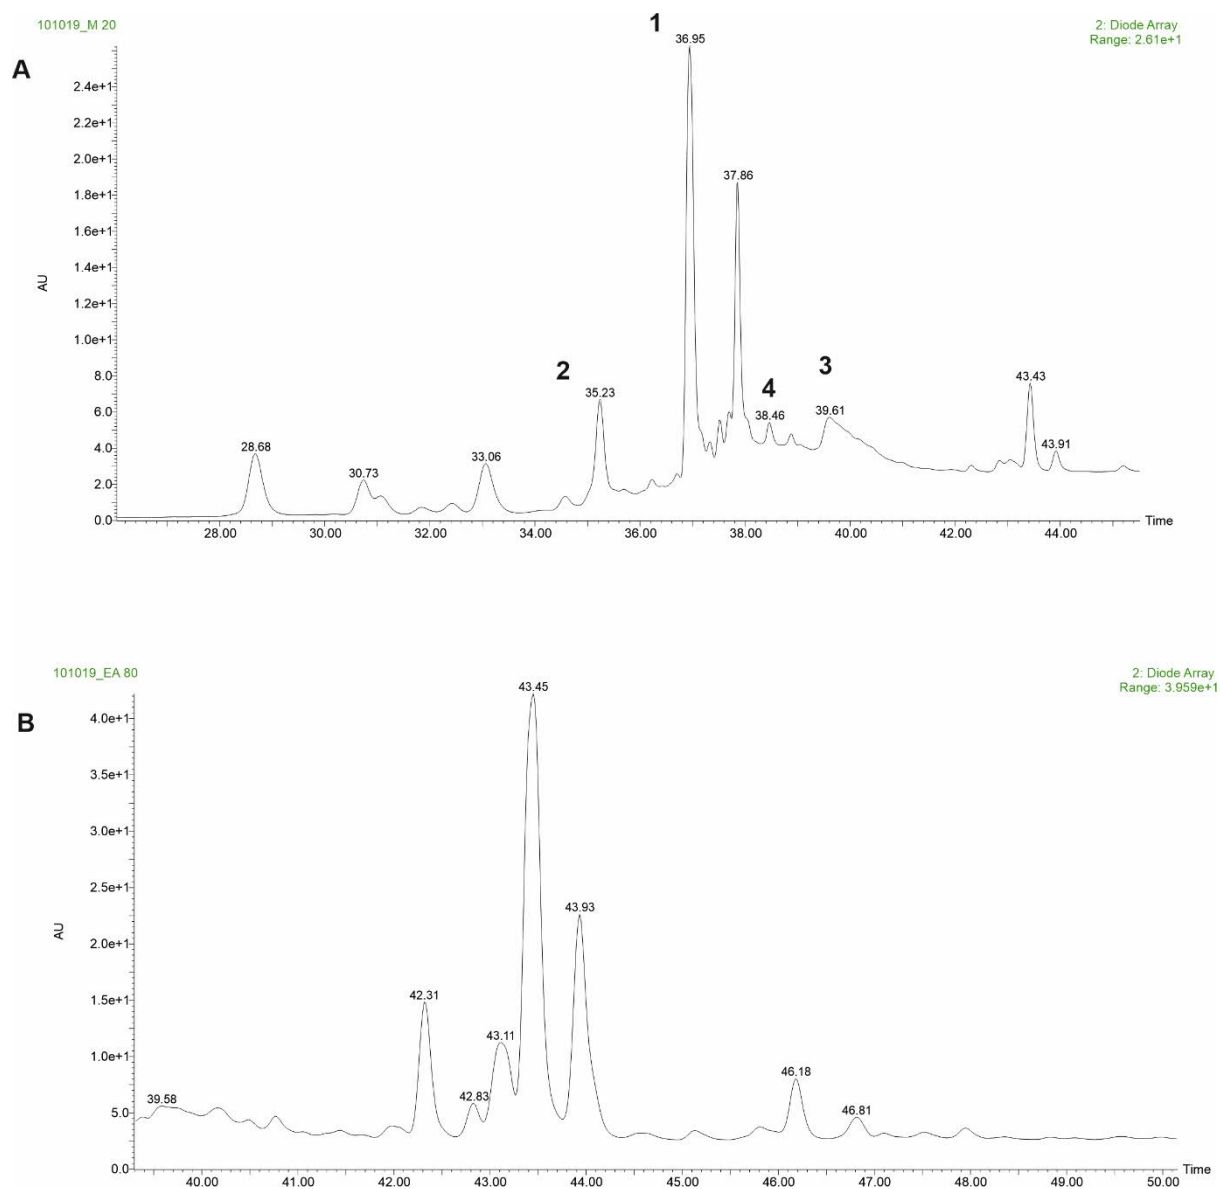

Figure S2. HPLC analysis of plant extract fractions. Chromatograms show the separation of major compounds in fractions (A) M20 and (B) EA80. Peak identifications: 1, quercetin; 2, epicatechin; 3, kaempferol-3-O-rhamnoside; 4, Hyperoside. Retention times in minutes are indicated on top of each peak.

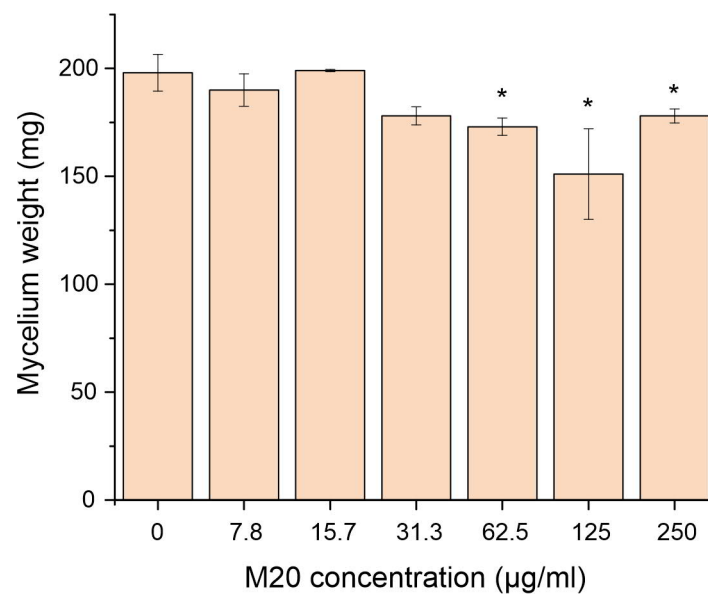

Figure S3. Effect of M20 fraction on mycelium growth. Mycelium weights from *A. flavus* cultures grown in the presence of different concentrations of M20 fraction are shown. Data are presented as mean $\pm$ S.D (n=3). ANOVA rejected the null hypothesis that all extract concentrations behaved the same ($p < 0.001$). The samples showing significant difference ($p < 0.05$) to 0 μ g/ml M20 control in Tukey's HSD test are indicated with asterisk.

A

Sample name	Raw reads	Clean reads	Raw bases	Clean bases	Error rate(%)	Q20(%)	Q30(%)	GC content(%)
control 1	26999858	26556925	8.1G	8.0G	0.03	97.93	94.33	51.93
control 2	32452414	32120984	9.7G	9.6G	0.02	98.27	95.15	52.04
control 3	25253457	24881283	7.6G	7.5G	0.02	98.33	95.26	52.02
test 1	24802737	24487498	7.4G	7.3G	0.02	98.06	94.69	51.95
test 2	27658590	27298611	8.3G	8.2G	0.02	98.18	94.97	52.00
test 3	31126443	30717672	9.3G	9.2G	0.02	98.08	94.68	52.10

B

Sample name	Control 1	Control 2	Control 3	Test 1	Test 2	Test 3
Total reads	53113850	64241968	49762566	48974996	54597222	61435344
Total mapped reads	48422762	57132167	42092843	44133244	49801381	56016083
Uniquely mapped reads	48192863	56417058	41187513	43694898	49495536	55659146
Multiple mapped reads	229899	715109	905330	438346	305845	356937
Total mapping rate	91.17%	88.93%	84.59%	90.11%	91.22%	91.18%
Uniquely mapping rate	90.74%	87.82%	82.77%	89.22%	90.66%	90.60%
Multiple mapping rate	0.43%	1.11%	1.82%	0.90%	0.56%	0.58%

C

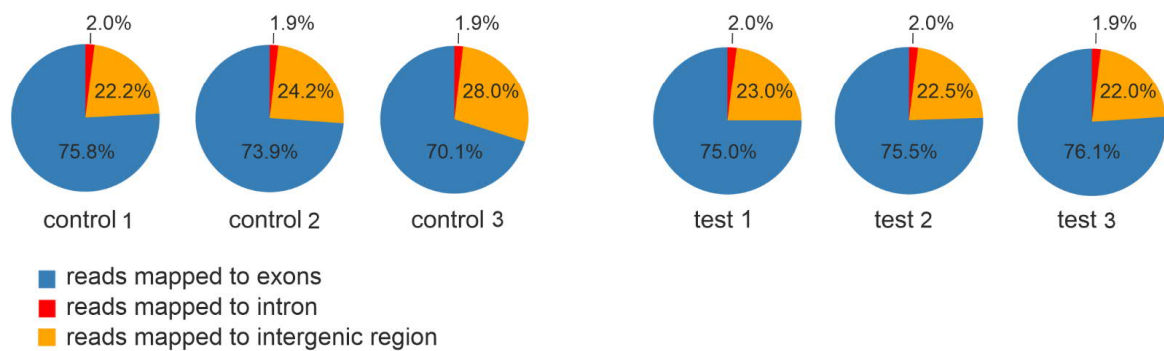

D

Figure S4. Quality control statistics of RNA-seq data. (A) Read counts, read quality, and observed GC content of individual control and treated samples. (B) Reads mapping statistics using *A. flavus* NRRL 3357 as the reference genome. (C) Mapping of reads to exons, introns, and intergenic regions, respectively. (D) Pearson correlation between all test and control samples. R² is square of Pearson correlation coefficient.

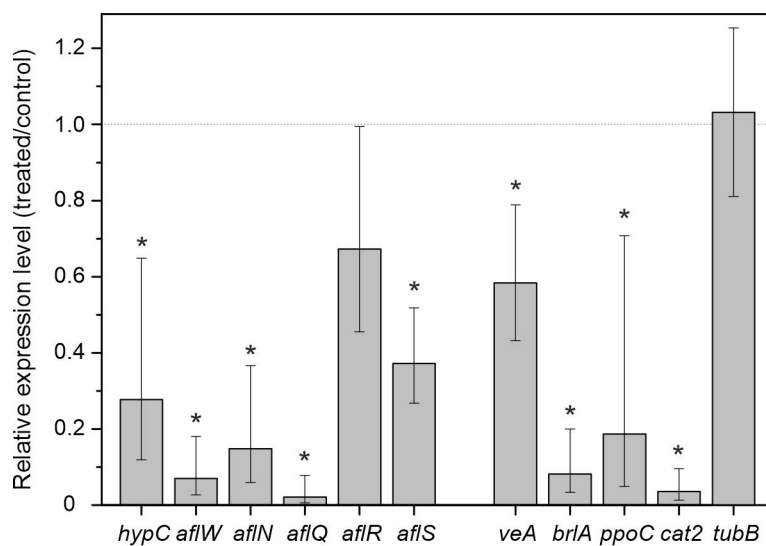

Figure S5. RT-PCR based verification of gene expression changes. Statistically significant changes are indicated with asterisk (a two-sided *t*-test, $p < 0.05$).

How the deposited data were processed for this re-analysis (not part of the article)

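Transcript levels were measured by RNA-seq in 6 cultures of *A. flavus*, 3 grown with 250 µg/mL M20 and 3 with 0.5% DMSO alone. The read counts per gene were made by the authors, who cleaned the paired reads with fastp and mapped them with HISAT2 to the genome of *A. flavus* NRRL3357 (JCVI-afl1-v2.0), and were deposited as raw counts with 1 column per culture. The FPKM values were made by the authors from these counts as deposited, by dividing by the deposited gene length and by a total for each library. That total differed from the sum of the gene counts by −1.04% to 1.70%. Gene lengths were multiples of 3 for 93.9% of genes, so they are close to coding lengths. The versions of the authors' programs and the read counter are not given in the sources used here. Gene names and functions come from the deposited descriptions and from Tables S7 to S9, with common knowledge of the named enzymes added as background. None of the 13956 genes in a RefSeq table for the species carried a matching locus tag (0 matched), so that table was not used.

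Control libraries held 16276938 to 23166236 counts (median 20053891) and M20 libraries 18084373 to 23391659 (median 20713550). The table holds 13485 genes, of which 719 had no count. No library was a copy of another (0 identical pairs). Counts were tested with edgeR 4.0.16 in R 4.3.3 with TMM factors, the default low-count filter (11293 genes kept) and a robust quasi-likelihood fit of condition alone, and p-values were adjusted by the method of Benjamini and Hochberg. The thresholds were those of the paper: an adjusted p under 0.05 with at least 2-fold change for DEGs, an FPKM of 1 for expressed genes, and for regulators a T/C of 0.75 or less or 1.25 or more. The procedure was tested on simulated counts with 200 changed genes. It recovered 18 of 50 genes (36%) changed by 0.5 on the log2 scale, 42 of 50 (84%) changed by 1, 46 of 48 (95.8%) changed by 2 and 50 of 50 (100%) changed by 3, and called 13 of 11016 unchanged genes.

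Sets of genes were tested with camera and fry of limma 3.58.1, once with a preset correlation of 0.01 and once with an estimated correlation. The sets were the 19 AFB1 biosynthesis enzyme genes of Table S8, the 66 backbone genes of Table S7, the 63 regulators of Table S9, 10 neighbourhoods of backbone genes (locus tag numbers differing by at most 50, about 5 genes on each side, the backbone gene included) and 20 lists drawn from the deposited gene descriptions, of which 19 had at least 5 tested members. The first 3 sets were chosen by the study, and the words behind the 20 lists were chosen after the descriptions in Tables S5 and S6 had been read, so their results are not independent of the paper's own. The 20 lists are siderophore and iron uptake, iron-using enzymes and heme synthesis, cytochrome P450, multidrug and toxin export, sugar transport, carbohydrate-degrading enzymes, vacuolar proteolysis and autophagy, conidia and conidiation markers, indole diterpene genes, cytosolic ribosomal proteins, heat shock and chaperones, antioxidant enzymes, sterol synthesis, fatty acid beta-oxidation and peroxisome, respiratory chain and TCA cycle, proteasome, DNA replication and cell cycle, cell wall synthesis, aromatic and flavonoid degradation, and amino acid transport. FunCat was not rerun, since its annotation is not among the files.

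Genes were named by a rule: every gene of Tables S7 to S9 or of the text, the 10 genes with the largest change in each direction with a mean count of at least 50 and no overlap between the groups, and up to 4 members of each list with the smallest adjusted p. The values in Tables S5 to S9 had been seen when this rule was written. Other genes named were chosen after their values were seen. The comparisons, thresholds and 15 alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, no low-count filter, a mean FPKM of at least 1, a replicate block, no robust estimation of the spread, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), and each of the 6 cultures left out. For expressed genes, R2 and gene sets, other limits, scales and set tests were tried as well. A further 2 runs of DESeq2, on all genes with a count and without control replicate 2, and the tests of the neighbourhoods with their backbone genes left out were chosen after seeing the data. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. RT-qPCR, toxin and growth measurements have no deposited files and were left out.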

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

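The count of genes around the backbone gene of cluster #13 was chosen after its values were seen. The 10 genes with the largest rise in M20-treated cultures lie outside those the paper discusses. They were drawn only from genes that passed the test with no overlap between the groups. All 10 passed with each culture left out too, which that choice favours. AFLA_097320, for a conserved hypothetical protein, rose from 0.501 ± 0.0901 to 24.1 ± 5.27 FPKM (SD, n = 3 each), a log2 fold change of 5.57 (SE 0.31, adjusted p = 2.7e-08). AFLA_070090, for a conserved protein with a DSBA domain, reached 1329 ± 71.0 FPKM from 81.3 ± 10.2 (4.03, SE 0.10, adjusted p = 6.6e-10). The secreted protease gene Pep1 (AFLA_094450) rose by 3.52, the FAD-binding enzyme gene AFLA_075370 by 3.99 and AFLA_059840 of unknown function by 3.68. AFLA_139640 and AFLA_139650, which rose by 3.49 and 3.83, lie next to the ABC transporter gene AFLA_139630 and a peptide synthase gene, AFLA_139670 (2.89, adjusted p = 1.3e-06). The ABC transporter genes AFLA_038540 (3.47) and AFLA_038550 (4.23) and the fatty acid synthase gene AFLA_038640 (3.28) lie around the backbone gene of cluster #13.

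Of the 10 tested neighbours of that backbone gene, 9 were higher, 7 of them at least 2-fold, with a median log2 fold change of 2.55 over the 10. They include a P450 gene (AFLA_038630, from 16.0 ± 3.57 to 149 ± 28.4 FPKM), a malonyl transferase gene (AFLA_038570, 2.60), an aminotransferase gene (AFLA_038620, 1.08) and a membrane protein gene of the RTA1 type (AFLA_038580, 0.81, adjusted p between 1.0e-05 and 1.9e-04 for these 4). The backbone gene AFLA_038600 itself passed only close to the limit of the test (0.56, adjusted p = 0.0379). By its backbone gene alone, the cluster counts as moderately changed.

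Genes changed at least 2-fold in 1 direction lay next to one another, in 201 neighbouring pairs and in 38 runs of at least 3 genes (20 lower and 18 higher). Chance placement is argued against, since 1000 shuffles of the changed genes along the supercontigs gave at most 58 pairs (median 35). Reads shared by overlapping gene models are argued against too, as 0% of the pairs overlap in coordinates. The models are close to coding lengths, so transcripts that run past them were not covered. Nearness to supercontig ends is argued against as well. Within 100 kb of an end lay 9.01% of the changed genes, against 8.4% of all tested genes and 11.26% at the 95th percentile of rotated positions. A candidate explanation is that M20 acts on whole clusters through regulators inside them, such as AFLA_023040, or through chromatin. This was not tested, and the 2 routes stay open.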

How the results depend on the processing

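The 2 additional runs of DESeq2, on all genes with a count and without control replicate 2, were chosen after seeing the data, as were the tests of neighbourhoods with their backbone genes left out and the count of splits for the AFB1 enzyme genes. Over the 15 alternatives, 327 to 517 genes were lower (471 in the reported analysis), 321 to 450 higher (421) and 2783 to 4181 changed (3804). No count left the range of 1.5 times the reported one. All 515 lower and 435 higher genes of DESeq2 on all genes stand in Tables S5 and S6. Expressed genes numbered 11061 to 11086 with a culture left out. Regulators changed were 15 to 20 (19).

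The AFB1 enzyme genes lower, 0 of 18 in the reported analysis, were 10 with DESeq2, 13 without robust estimation of the spread, 1 with limma on log2(FPKM + 1), 1 with limma on log2(FPKM + 0.1), 9 with DESeq2 on all genes and 5 with DESeq2 without control replicate 2. The count was 0 with RLE factors, upper-quartile factors, no low-count filter and a mean FPKM of at least 1. With a culture left out it ran from 0 to 6: 6 without control replicate 2, 3 without control replicate 3, 1 without control replicate 1 or M20 replicate 2, and 0 without M20 replicate 1 or 3. The cause was not tested. SM backbone genes changed were 26, 17 with limma on log2(FPKM + 1) and 18 with limma on log2(FPKM + 0.1). With a culture left out they were 20 to 24.

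A replicate block was fitted as an alternative, although the numbers do not pair the cultures (residual correlations of cultures with the same number −0.049, −0.038 and −0.020). The replicate block gave 3 AFB1 enzyme genes lower, 454 genes lower and 402 higher. Of the lists drawn from descriptions, 2 passed camera, 0 passed with an estimated correlation, 9 with fry, which does not compare a list with other genes, and 2 to 3 with a culture left out. Of the neighbourhoods, each holding its backbone gene and most drawn because that gene changed, 6 passed camera, 2 with an estimated correlation (#11 and #43) and 6 to 8 with a culture left out, when #54 alone or #54 and #55 were added. With the backbone genes left out 6 passed, and 0 with an estimated correlation, where 4 had an unadjusted p under 0.05. With fry 7 of these passed. The gap between the lowest R2 within a group and the highest between groups was 0.0213. It was 0.0171 on log2(FPKM + 0.1), 0.0373 for genes with a mean FPKM of at least 1, 0.0213 to 0.0282 with a culture left out (0.0282 without control replicate 2), and reversed to −0.021 on FPKM with no log. The cause was not tested.

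Of 221 tested genes, those named here, the called ones of Table S7 and those of Tables S8 and S9, 150 were called, 124 of them under every alternative with a value, and 22 lost the call with at least 1 culture left out. None of the calls reversed in these runs. Calls lost numbered 19 without M20 replicate 3, 17 without M20 replicate 2, 10 with limma on log2(FPKM + 1) and 0 with DESeq2, which added 11. In the simulated counts, with 200 changed genes, a change of 0.5 on the log2 scale was recovered for 36% of genes. In the real data 3804 genes passed, which makes the cut-off less strict. This share thus cannot tell how many such changes went undetected.

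The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 471 genes lower, 421 higher and 3804 changed, 26 backbone genes and 19 regulators. The highest of the other splits gave 0 for each, so that 1 of 10 splits reached each of these values. Every other split puts control and M20-treated cultures in both groups, so the treatment difference adds to the spread within groups. Low counts of single genes there were favoured by the design and do not weigh against chance. For the AFB1 enzyme genes the real split gave 0 and the highest other 0 (10 of 10). For the lists drawn from descriptions the real split gave 2 and the highest other 4 (5 of 10), and for the neighbourhoods 6 and 5 (1 of 10).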

Differences from the paper's values

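The paper's count of AFB1 enzyme genes significantly downregulated is 9 of 19, and 0 of 18 tested genes were called here, with 5 at an unadjusted p under 0.05. The paper also measured *hypC*, *aflW*, *aflN* and *aflQ* by RT-qPCR and reports each as significantly lower, and those measurements were left out here. Of the alternatives set before the data were examined, DESeq2 (10), edgeR without robust estimation of the spread (13) and leaving out control replicate 2 (6) come within 1.5 times the paper's count. RLE factors, upper-quartile factors, no low-count filter and a mean FPKM of at least 1 (0 each), a replicate block (3), both limma runs (1 each) and leaving out control replicate 1 (1), control replicate 3 (3), M20 replicate 1 (0), M20 replicate 2 (1) or M20 replicate 3 (0) do not. DESeq2 on all genes with a count, chosen after seeing the values, gave the paper's 9 and drops 0 of its 950 DEGs. The paper's methods name DESeq2 and no filter. Over the tested genes of Tables S7 (51), S8 (24) and S9 (61), the log2 fold changes differ from those here by at most 0.046, 0.042 and 0.014.

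The paper gives R2 without a scale, and the values here are on log2(FPKM + 1). Values count as different when they lie further apart than the SD of R2 over the pairs of the group, taken from all its pairs where 1 pair is left. The paper's lowest R2 between control cultures is 0.976, and 0.9817 was found here. FPKM with no log (0.9636) and genes with a mean FPKM of at least 1 (0.972) do not differ from the paper's value by this measure, and log2(FPKM + 0.1) and the runs with a culture left out do. The paper's lowest R2 between M20-treated cultures is 0.985, against 0.9886 here, and every alternative differs from the paper's value, genes with a mean FPKM of at least 1 (0.9831) by the least. The paper's highest is 0.987, against 0.9902 here, where genes with a mean FPKM of at least 1 (0.9862) give no difference and the others do. Between groups, the paper's lowest R2 is 0.937, against 0.9531 here, where FPKM with no log (0.9436) gives no difference and the others do. The paper's highest is 0.947, against 0.9604 here, and every alternative differs from it.

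The paper states that *catA* was upregulated. Its log2 fold change here was 0.70 (SE 0.30, adjusted p = 0.147), which did not pass edgeR's test. It passed without robust estimation of the spread (adjusted p = 0.0312), with limma on log2(FPKM + 1) (0.0410) and on log2(FPKM + 0.1) (0.0411), and without control replicate 2 (5.6e-05), also with DESeq2 in a run chosen after seeing the data (8.4e-14). The paper's own adjusted p in Table S9 is 0.0994. The paper names clusters #7 and #26 as those seen with M20 only. Here cluster #7 met this, as did cluster #25, while cluster #26 holds AFLA_079380 and AFLA_079400 at 3.51 ± 0.426 and 28.0 ± 1.47 FPKM in control, and only its gene AFLA_079360 crossed FPKM 1 (0.741 ± 0.214 to 1.10 ± 0.778). The paper counts 3 overexpressed clusters and 4 were found here, the added one being #17, whose AFLA_053780 has the paper's own adjusted p of 0.0502 in Table S7 and 0.0402 here.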

Other observations

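The 3 tests on control replicate 2 and the test of the iron lists under other scalings were chosen after the results were seen. A run of 5 genes from 297053 to 306422 on supercontig EQ963476 was higher with M20. It holds the 3 P450 genes AFLA_039200, AFLA_039210 and AFLA_039220, a dehydrogenase gene (AFLA_039230) and a gene for aristolochene synthase (AFLA_039240), which folds farnesyl diphosphate into a sesquiterpene. The last rose from 15.2 ± 6.81 to 108 ± 13.1 FPKM (SD, n = 3 each), a log2 fold change of 2.83 (SE 0.32, adjusted p = 0.00131). The paper does not discuss this group. Near the siderophore transporter MirB, an esterase gene like IroE (AFLA_057820), whose product releases iron from siderophores, rose by 1.94 (adjusted p = 4.3e-05). Next to *cat2*, a sphingosine phosphate lyase gene (AFLA_122100), whose product breaks down sphingolipids, fell by 1.66 (adjusted p = 1.9e-05).

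Hsp12 (AFLA_052860), a small stress protein of membranes, rose from 1557 ± 102 to 4870.4 ± 127 FPKM (1.64, SE 0.089, adjusted p = 1.1e-07). Of the chaperone genes tested, 15 higher and 8 lower of 49 were called (camera, adjusted p = 0.0868). In sterol synthesis they were 15 higher and 6 lower of 48 (0.0868), with a sterol dehydrogenase gene (AFLA_091760) at 1.16 (adjusted p = 9.9e-06). In aromatic and flavonoid degradation they were 9 higher and 16 lower of 61 (0.676). The gene for quercetin 2,3-dioxygenase (AFLA_090700), which opens the ring of quercetin, a flavonoid the paper found in M20, was lower rather than higher (65.0 ± 16.2 to 28.2 ± 3.52 FPKM, −1.21, SE 0.17, adjusted p = 7.9e-04), while CipA (AFLA_118070), an isoflavone reductase-like gene, rose by 2.86 (adjusted p = 4.1e-05). Amino acid transporter genes went both ways (20 higher and 20 lower of 77, 0.549), with the permease Gap1 (AFLA_073560) at 1.11 (adjusted p = 5.1e-06) and a neutral amino acid permease (AFLA_054490) at −1.27 (adjusted p = 2.7e-06). Respiratory chain and TCA cycle genes were 14 higher and 21 lower of 85 (0.676), and 3 subunits of succinate dehydrogenase fell together: AFLA_098290 at −0.80, AFLA_083880 at −0.74 and AFLA_119870 at −0.69 (adjusted p between 5.9e-06 and 2.8e-05). Cell wall genes were 11 higher and 9 lower of 43 (0.730), with chitin synthase ChsG (AFLA_060590) at −0.93 (adjusted p = 3.0e-05).

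Other lists moved little. Ribosomal protein genes were 1 higher and 6 lower of 72 (camera, adjusted p = 0.150), with L24b (AFLA_133350) at −0.87 (adjusted p = 6.8e-06). Beta-oxidation and peroxisome genes were 11 higher and 5 lower of 54 (0.422), with a peroxisomal amine oxidase (AFLA_057610) at 0.74 (adjusted p = 8.1e-05). Proteasome genes were 1 higher and 1 lower of 38 (0.730), with Nop10 (AFLA_006770), of proteasome maturation and ribosome synthesis, at −0.59 (adjusted p = 5.2e-04), and replication, cell cycle and histone genes were 5 higher and 6 lower of 56 (0.730), with histone H2B (AFLA_104040) at 0.40 (adjusted p = 0.00254). None of the 3 listed indole diterpene genes had enough counts to be tested. *tubB* (AFLA_068620), the reference gene of the RT-qPCR, was at 148 ± 7.76 and 154 ± 4.93 FPKM (0.056, SE 0.077, adjusted p = 0.614).

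In control replicate 2 the tested AFB1 enzyme genes were higher than in the other controls, by a median of 2.62 on the log2 scale. Over all tested genes the median log2 ratio was −0.004, but TMM scaling itself brings this median near 0, so it cannot test the scaling. A scaling fault would move all genes of a library alike, whereas the AFB1 enzyme genes stood apart from that median. An admixture of RNA from an M20 culture is argued against as the source of this pattern, since it would bring these genes towards the M20 level, which was 0.677 times that of the other controls in the median and at most 1.01 times. A candidate explanation is that the AF cluster was more active in that culture, where *aflR* was higher by 0.223 and *aflS* by 0.389 on the log2 scale, each in a single culture and thus undecided. No date or batch is given for the cultures, and a difference in age or growth between them was not tested.

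Of 38 tested siderophore and iron uptake genes 26 were higher and 5 lower, and of 49 iron-using genes 21 were lower and 5 higher (median log2 fold changes 0.884 and −0.215), although neither list passed camera with an estimated correlation (adjusted p = 0.197 for each). The scaling of the libraries is argued against, since the median of the uptake list was 0.762 to 0.898 over 6 settings. The level of the genes is argued against as well, since the uptake median lay above all 10000 random lists matched on mean expression (percentile 100, highest 0.324). The iron-using median lay below nearly all (percentile 0.03). These ranks speak to expression level only. The words behind both lists were chosen after the descriptions of the paper's changed genes had been read, which favours extreme ranks. Random lists also lack the correlation between members of a real list. A candidate explanation is that M20 limits iron, and the 2 regulators of iron use speak to it unevenly: HapX (AFLA_006720), which shuts down iron use when iron is short, was at 0.2866 (adjusted p = 0.0611, but 0.0113 without control replicate 1 and 0.0391 without M20 replicate 1), while SreA (AFLA_132440), which holds back uptake when iron is plentiful, was at −0.0002 (adjusted p = 0.999), against a route through less SreA transcript. The proteins and the iron in the medium were not measured, so whether iron was limiting stays open.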
